# Imprinted expression in cystic embryoid bodies shows an embryonic and not an extra-embryonic pattern

**DOI:** 10.1016/j.ydbio.2015.04.010

**Published:** 2015-06-15

**Authors:** Tomasz M. Kulinski, M. Rita T. Casari, Philipp M. Guenzl, Daniel Wenzel, Daniel Andergassen, Anastasiya Hladik, Paul Datlinger, Matthias Farlik, H. -Christian Theussl, Josef M. Penninger, Sylvia Knapp, Christoph Bock, Denise P. Barlow, Quanah J. Hudson

**Keywords:** Genomic imprinting, Visceral yolk sac (VYS), Visceral endoderm (VE), Visceral yolk sac Endoderm (ysE), Cystic embryoid bodies (EBs), DNA methylation

## Abstract

A large subset of mammalian imprinted genes show extra-embryonic lineage (EXEL) specific imprinted expression that is restricted to placental trophectoderm lineages and to visceral yolk sac endoderm (ysE). Isolated ysE provides a homogenous *in vivo* model of a mid-gestation extra-embryonic tissue to examine the mechanism of EXEL-specific imprinted gene silencing, but an *in vitro* model of ysE to facilitate more rapid and cost-effective experiments is not available. Reports indicate that ES cells differentiated into cystic embryoid bodies (EBs) contain ysE, so here we investigate if cystic EBs model ysE imprinted expression. The imprinted expression pattern of cystic EBs is shown to resemble fetal liver and not ysE. To investigate the reason for this we characterized the methylome and transcriptome of cystic EBs in comparison to fetal liver and ysE, by whole genome bisulphite sequencing and RNA-seq. Cystic EBs show a fetal liver pattern of global hypermethylation and low expression of repeats, while ysE shows global hypomethylation and high expression of IAPEz retroviral repeats, as reported for placenta. Transcriptome analysis confirmed that cystic EBs are more similar to fetal liver than ysE and express markers of early embryonic endoderm. Genome-wide analysis shows that ysE shares epigenetic and repeat expression features with placenta. Contrary to previous reports, we show that cystic EBs do not contain ysE, but are more similar to the embryonic endoderm of fetal liver. This explains why cystic EBs reproduce the imprinted expression seen in the embryo but not that seen in the ysE.

## Highlights

• Cystic EBs model embryonic, and not extra-embryonic, imprinted expression.
• The transcriptome and methylome of yolk sac endoderm, cystic EBs, and fetal liver.
• Cystic EBs are more similar to fetal liver than to yolk sac endoderm.
• Genomic analysis shows yolk sac endoderm shares epigenetic features with placenta.

## Introduction

Genomic imprinting is an epigenetic phenomenon that leads to parental allele-specific or imprinted expression of approximately 150 mouse genes, more than 80% of which are grouped into clusters. Gamete-specific DNA methylation of an imprint control element (ICE) controls imprinted expression of the entire cluster, as has been demonstrated by genetic deletion in seven cases (Barlow and Bartolomei, 2014). In the most common mechanism of imprinted silencing, the unmethylated ICE allele is associated with the promoter of a long non-coding (lnc) RNA that initiates silencing of imprinted genes in the cluster, as has been demonstrated for four of the seven clusters (Mancini-Dinardo et al., 2006; Meng et al., 2012; Sleutels et al., 2002; Williamson et al., 2011). While most imprinted genes show some degree of tissue-specific regulation of imprinted expression (Prickett and Oakey, 2012), two broad types have been identified: multi-lineage (ML) and extra-embryonic lineage (EXEL) specific imprinted expression. ML imprinted expression is seen in both embryonic and extra-embryonic tissues. EXEL imprinted expression is restricted to placental trophectoderm lineages and the visceral yolk sac (VYS) endoderm layer (ysE) (Hudson et al., 2011). In imprinted clusters, genes showing EXEL specific imprinted expression tend to be located further away from the ICE and the lncRNA that silences them, presenting a model of long-range *cis* silencing by lncRNAs (Kulinski et al., 2013).

Extra-embryonic tissues show a chromatin state distinct from embryonic lineages, for example displaying global DNA hypomethylation (Chapman et al., 1984; Popp et al., 2010; Rossant et al., 1986). EXEL imprinted expression has been suggested to arise from a more permissive chromatin organization in extra-embryonic tissues that allows the silencing mechanism to extend over greater distances (Hudson et al., 2010; Kulinski et al., 2013), or from repression of EXEL specific enhancers by imprinted lncRNAs (Pauler et al., 2012). Testing these hypotheses *in vivo* require laborious genetic experiments to manipulate the imprinted cluster in the endogenous locus in the mouse. In comparison, genetic studies in *ex vivo* model systems are faster and more cost effective. Research on the mechanism of ML imprinted expression has been facilitated by the use of an *ex vivo* model system employing ES cell differentiation (Kohama et al., 2012; Latos et al., 2009; Meng et al., 2012; Wood et al., 2010). The ysE, which arises from the primitive endoderm of the pre-implantation embryo, forms the external layer of the bilaminar VYS that encloses the embryo after the embryo turns around E8.5 and remains until birth. Although stem cells known as XEN cells that model the primitive endoderm have been derived and display some markers of visceral endoderm, they are largely unable to contribute to the visceral endoderm in chimeras (Kunath et al., 2005). In contrast, ES cells differentiated *in vitro* by aggregation into small non-attached cell clumps called embryoid bodies (EBs) eventually develop cystic structures that closely resemble the bilaminar structure of the VYS and have been considered to contain ysE (Abe et al., 1996; Doetschman et al., 1985; Kurosawa, 2007; Yasuda et al., 2009). Electron microscopy studies also showed the outer epithelial layer of cystic EBs contained microvilli and cytoplasmic vacuoles similar to the ysE (Doetschman et al., 1985). Further support that differentiating ES cells into cystic EBs provides an *ex vivo* model of ysE development comes from studies showing that the outer endodermal-like layer expresses visceral endoderm markers such as *Afp* and *Ttr*, as well as endoderm-specific transcription factors such as *Hnf1, vHnf1, Hnf3b, Hnf4* and *Gata4* (Abe et al., 1996; Doetschman et al., 1985; Koike et al., 2007; Kurosawa, 2007; Sajini et al., 2012; Sakai et al., 2011; Soudais et al., 1995). Despite this, the ability of cystic EBs to model EXEL imprinted expression of the ysE has not yet been tested.

Here we developed a robust protocol to differentiate mouse ES cells into cystic EBs and determined if this *ex vivo* system can be used as a model of ysE imprinted expression. We show that many ysE EXEL imprinted genes were either not expressed, or very lowly expressed in cystic EBs. Furthermore, while cystic EBs robustly displayed the ML type of imprinted expression, all EXEL genes expressed above baseline levels exhibited biallelic expression. Using whole genome bisulphite converted DNA sequencing (WGBS) we showed that cystic EBs exhibit a high level of DNA methylation comparable to that observed in fetal liver, and not the lower levels observed in ysE. Using RNA-seq transcriptome and WGBS analysis, we further showed that cystic EBs, rather than resembling ysE, are more closer related to the definitive endoderm derived fetal liver. Finally, we comprehensively annotated the ysE transcriptome and identified a characteristic set of genes that are absent from the cystic EB transcriptome. Together these results indicate that cystic EBs have an embryonic-like epigenetic state, contain embryonic endoderm rather than extra-embryonic endoderm, and, while a useful resource for analyzing ML imprinted expression in different tissue-types, they cannot be used as a model for EXEL imprinted expression.

## Material and methods

### Tissue collection and VYS layers separation

Mice were bred and housed at the IMBA/IMP facility in Vienna in strict accordance with national recommendations under Laboratory Animal Facility Permit MA58-0375/2007/4. Fetal liver, VYS and VYS endoderm (ysE) were collected from E12.5 FVB/N or CAST/EiJ× FVB/N F1 crosses. Separated ysE and mesoderm was collected from E9.25 FVB/N embryos. In each case the entire litter was pooled for each sample. The VYS endoderm and mesoderm layers were manually separated using a DispaseII pre-treatment for 1 h (E9.5) and 2 h (E12.5) as described (Hudson et al., 2011). The VYS mesoderm was collected together with the vasculature and the basement membrane, while the ysE was collected alone. The accuracy of separation was assessed using RT-qPCR for markers of ysE (*Afp*) and mesoderm (*Flk1*).

### ES cell lines

Mouse ES cell lines were derived from CAST/EiJ×FVB/N crosses (described below, clones CF-C2 (XY) and FC-A2 (XY) were used), or from C57BL/6×129 crosses (clone A9 (XY) from Anton Wutz, clone JN (XX) from Jennifer Nichols). ES cells were maintained in DMEM based medium with 15% fetal calf serum and LIF, on irradiated E12.5 mouse embryonic fibroblast feeders according to standard protocols. ES cells were differentiated in retinoic acid (RA) as described previously (Latos et al., 2009) or into cystic EBs as described below. The A9 and JN cells showed a normal karyotype and the CF-C2 and FC-A2 clones showed normal differential methylation of tested ICE as described below. All ES cell lines also showed normal ES cell morphology and growth dynamics.

### Derivation of ES cells from CAST×FVB F1 crosses

ES cells were derived from reciprocal crosses of CAST/EiJ×FVB/N using a method adapted from a published protocol (Bryja et al., 2006). In brief, harvested blastocysts were incubated in Tyrodes acid for 30–60 s till the zona pellucida dissolved. Afterwards, blastocysts were plated onto MEF feeder layers in SR-ES medium (Table S2) and left undisturbed for two days to allow attachment. Medium was changed every two days. After 6 days the blastocysts hatched and were trypsinized (0.25% trypsin–EDTA) for the first time and plated onto a new well of MEF-feeders in ES medium (Table S2). After one additional week ES cells were growing out and the best looking colonies were sub-cloned and mechanically passaged. Between 3 and 8 ES cells sub-clones were picked per blastocyst (5 CAST×FVB blastocysts, 3 FVB×CAST blastocysts, maternal allele on the left). Each clone was sex-typed, checked for differential methylation of the *Dlk*, *Igf2r* and *Kcnq1* cluster ICE, and the general morphology and growth characteristics were noted.

### A robust protocol for cystic EB differentiation

To produce comparable EB populations we started differentiations from ES cells between 18 and 21 passages. Previously multiple protocols for ES cell differentiation into cystic EBs have been proposed. However, most of them depend on a random or poorly controlled aggregation of ES cells and thus are hampered by poor reproducibility of the starting aggregate size (Kurosawa, 2007). The starting cell number in the initiating clumps in suspension cultures has been shown to determine the simple EB versus cystic EB composition of the differentiated populations and substantially influence endoderm marker expression (Koike et al., 2007; Yasuda et al., 2009). To increase the reproducibility of ES cell differentiation to cystic EBs and lineage choice we used AggreWell™400 plates to control the aggregate starting size (Stemcell Technologies #05893) as previously described (Fig. 1A) (Antonchuk, 2013). We optimized the protocol to maximize the proportion of cystic EBs and determined that starting aggregates of 1000–2000 ES cells yielded consistent cystic morphology (Fig. 1B). Therefore we proceeded with the analysis of cystic EBs initiated with an average starting aggregate of 1000 cells (1.2×10^6^ cells suspended in 2 ml media centrifuged into 1200 microwells). After 8 h incubation in AggreWell™ plates in LIF+ES cell media to allow the cells to attach to each other, the aggregates were flushed out with a stream of media from a pipette and transferred to non-adhesive dishes (Corning Ultra Low Attachment 75 cm^2^ flasks) and cultured in 25–30 ml media as floating cultures in ES cell medium without LIF (25 ml media in early stages, 30 ml media from d10). By day 5 of differentiation, EBs were still very homogenous in shape and size with many showing the first signs of cavitation by developing hollow buds. After day 5, those buds developed and underwent a phase of extensive growth between day 7 and 10 to eventually form cystic EBs. By day 10 and 15 of differentiation approximately 90% of the aggregates represented cystic EBs with an average size of 1.05 mm and 1.32 mm, respectively (Fig. 1B). These structures could be sustained in culture for at least 2 months, but their morphology and size did not significantly change beyond day 20. An outer layer of columnar epithelial cells surrounded the solid EBs whereas cystic EBs usually had a pole resembling the solid EB and an additional cystic part consisting of a large membrane-like structure that had mostly a double cell layer (Fig. 1C). The outer layer of cystic EBs appeared to show an epithelial morphology whereas the inner lining resembled mesothelial cells (Fig. 1C). Between those two layers empty spaces were sometimes seen that may represent blood islands. In combination these features resemble the yolk sac histology as reported before (Fig. S1A) (Wang et al., 1992; Zhou et al., 2005). Using this protocol we were also able to differentiate cystic EBs from the classical 129/SvPas (D3) and 129/SvEv (CCE) inbred ES cell lines, which showed a similar morphology and expression of markers to the F1 ES cells. Taken together these results show that the EB differentiation protocol that we applied, allows robust generation of a relatively pure population of cystic EBs reproducing the previously reported morphology (Abe et al., 1996; Doetschman et al., 1985; Kurosawa, 2007; Niwa, 2010; Yasuda et al., 2009).

### Histology and whole mount *in situ* hybridizations (WISH)

To assess cystic EB histology, cystic EBs differentiated for 10 (d10) and 15 (d15) days were fixed for 10 min in 4% paraformaldehyde, cryopreserved in 30% sucrose in PBS overnight at 4 °C, and snap-frozen in OCT and cryosectioned using CryoJane® Tape-Transfer System. Subsequent haematoxylin–eosin staining was performed according to standard protocol. Probe sequences for WISH were PCR amplified (primers in Table S3), cloned into pGEM-T® easy vector and then PCR amplified using M13 primers. This purified PCR product was then used as a template for T7 or SP6 polymerase *in vitro* transcription to produce antisense and sense riboprobes depending on the template orientation in the vector. Signal detection was performed using *Afp, Ttr*, *Lefty* and *Pyy* probes according to a published protocol (Piette et al., 2008). Cystic EBs d15 were pierced to avoid probe trapping. WISH samples were cryosectioned as above and counterstained with ContrastRed® and photographed using a stereoscopic microscope.

### DNA and RNA analysis

Total RNA and DNA were extracted using TRI-reagent (Sigma-Aldrich T9424) according to the manufacturers protocol. Total RNA was DNase1 treated using the DNA-free™ kit (Ambion). Reverse transcription (RT) was performed using the Revert Aid First Strand cDNA Synthesis Kit (Fermentas) with random hexamer primers. cDNA was amplified according to standard procedures using the GoTaq® Flexi DNA polymerase (Promega) or the Long PCR Mix enzyme (Fermentas). Primers are listed in Supplementary materials (Table S3). PCR amplicons were resolved on standard agarose gel and purified using Wizard® SV Gel Clean-Up System and subject to Sanger sequencing. For genes showing a reciprocal bias the allelic contribution was quantified from the sequencing chromatograms using Mutation Surveyor® software.

### RNA-seq, ChIP-seq, and whole genome bisulfite sequencing (WGBS)

Ribosomal RNA was depleted from total DNaseI-treated RNA using the RiboZero rRNA removal kit (Human/Mouse/Rat) (Epicenter). Three different methods of RNA-seq libraries preparation were used (detailed in Table S4): (1) non-stranded RNA-seq from double-stranded cDNA (Huang et al., 2011), (2) strand-specific RNA-seq libraries prepared using ScripSeq v1 kit (Epicenter), and (3) TruSeq RNA Sample Prep Kit v2 (Illumina) modified by using dUTP instead of dTTP during second-strand cDNA synthesis, followed by subsequent uracil-DNA glycosylase (UDG) (Fermentas) degradation of the second strand after adapter ligation to preserve strand information as described (Sultan et al., 2012). Native ChIP for H3K4me3 (antibody: cat. 07-473, lot 0608038479, Millipore) was conducted by homogenizing 20× VYS under liquid nitrogen (E12.5 FVB/N pooled from 2 litters) and then proceeding as previously described (Regha et al., 2007). ChIP-seq libraries were prepared using TruSeq ChIP Sample Prep Kit (Illumina). Libraries for whole genome bisulphite sequencing (WGBS) were prepared using the TruSeq DNA LT Sample Prep Kit v2 (Illumina) with a conversion step before the library amplification using the EZ DNA Methylation-DirectTM Kit reagents according to the protocol (except the bisulfite reaction mix was diluted 0.9×), with 20 cycles of 1 min at 95 °C then 10 min at 60 °C. The incubation time for desulphonation was extended to 30 min. All sequencing was performed by the Biomedical Sequencing Facility (BSF) in Vienna using the Illumina HiSeq 2000 platform (detailed in Table S4).

### Bioinformatic analysis

The RNA-seq, ChIP-seq and WGBS data was aligned using GSNAP aligner and further processed and analyzed as described below. Custom scripts, Samtools (version 0.1.16) and RSeQC (version 2.3.3) were used to generate RPKM tables, read count tables, and UCSC tracks for visualization. FastQC was used to assess sequence read quality (Quinlan and Hall, 2010; Wu and Nacu, 2010). Cufflinks (version 2.1.1) was used to *de novo* annotate transcripts in the RNA-seq data. To reduce artefacts the *de novo* Cufflinks annotations were filtered for spliced transcripts with a minimum length of 500 nt using custom scripts in R programing language (http://www.r-project.org), incorporating Bedtools (v2.17.0). Custom scripts incorporating Bedtools were also used for feature overlap analysis between the *de novo* transcripts and DESeq and DEXSeq BioConductor packages were used to call differentially expressed transcripts and differential exon usage respectively. Gene ontology analysis was done using DAVID online tools (Huang et al., 2009). ChIP-seq data was analyzed using MACS (version 1.4.2) and SeqMonc (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) (Anders and Huber, 2010; Huang et al., 2009; Quinlan and Hall, 2010; Trapnell et al., 2010; Zhang et al., 2008). Graphs displaying the result of bioinformatic analysis were constructed in R programing language (http://www.r-project.org). Supervised hierarchical clustering of E9.25 ysE, E12.5 ysE, cystic EBs and E12.5 fetal liver samples was done by the expression of selected developmental markers using Pearson’s correlation as a measure of clustering distances and the “complete” agglomeration method for dendogram generation (Fig. 4D). Unsupervised classification of E9.25 ysE, E12.5 ysE, cystic EBs and E12.5 fetal liver samples was done according to 3133 RefSeq protein coding genes that showed a highly significant (*P*<10^−3^) difference in expression between E12.5 fetal liver and E12.5 ysE (Fig. S4E) using the “complete” agglomeration method for dendrogram generation (Fig. 4E). CpG methylation in the WGBS reads was called using the BisSNP package using low coverage settings (Liu et al., 2012) and a FVB/Cast SNP list (Keane et al., 2011; Wong et al., 2012). Custom scripts incorporating Bedtools were used to prepare the count tables of CpG methylation over given features. Hierarchical clustering of tissues by DNA methylation in Fig. 3B was done using 5 kb non-overlapping windows that showed the greatest similarity between replicates (*n*=4996), but differed with at least one other tissue. Windows were selected that had an interquartile range (IQR) <10% within tissue replicates, but IQR >20% between tissues. Euclidian distances and the “complete” agglomeration method was used for dendrogram generation. All custom scripts are available on request. High throughput sequencing data has been deposited in NCBI's Gene Expression Omnibus (GEO) database under the accession number GSE56276 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56276) (Table S4).

## Results

### Cystic EBs express endoderm markers but lack expression of some EXEL imprinted genes

We developed a protocol to differentiate ES cells into a relatively pure population of cystic EBs (approximately 90% of EBs after 10 or 15 days of differentiation) that reproduced the previously published cystic morphology more robustly (Fig. 1A–C) (Doetschman et al., 1985; Kurosawa, 2007; Niwa, 2010; Yasuda et al., 2009). Cystic EBs were reported to express endoderm markers in their outer epithelial layer (Abe et al., 1996; Koike et al., 2007; Yasuda et al., 2009). We were able to confirm expression of endoderm markers in our cystic EBs by RT-PCR, including *Afp* and *Ttr* as well as the *Gata4* and *Hnf4α* transcription factors that are required for endoderm development (Fig. 1D). As positive controls we used isolated ysE dissected free of the mesodermal layer and blood islands (Hudson et al., 2011) and intact VYS from E12.5 embryos. We also confirmed that *Afp* and *Ttr* expression is localized to the external epithelial cell layer of cystic EBs by *in situ* hybridizations for these genes (Figs. 1G–H and S1B,C). RT-PCR detected expression of *Amn* and *Sox7* in cystic EBs and in ysE and VYS (Fig. 1D). Both genes are expressed in the primitive endoderm derived visceral endoderm (VE). However, by E7.5 *Sox7* localizes mainly to the extra-embryonic part of VE that overlays the extra-embryonic ectoderm and later develops into ysE (Kanai-Azuma et al., 2002), *Amn* localizes to both the extra-embryonic VE and the embryonic VE that overlays the epiblast and later contributes to embryonic endoderm (Kalantry et al., 2001; Kwon et al., 2008). Later in development *Sox7* is also expressed in developing gut, pancreas, liver and lung, and during embryonic angiogenesis and in heart (Lioubinski et al., 2003; Matsui et al., 2006; Takash et al., 2001), whereas *Amn* plays an essential role for intestine and kidney proximal tubules development and is expressed in those tissues (Strope et al., 2004). Therefore, these genes are not specific markers for extra-embryonic VE and ysE. The expression of *Sox17* was clearly detected in cystic EBs but not in ysE (Fig. 1D). Based on the known expression pattern of *Sox17*, this indicates that cystic EBs either contain an earlier developmental stage of VE prior to VYS formation or contain definitive endoderm (Kanai-Azuma et al., 2002). We also examined *Lefty1* and *Mixl1* that are markers of embryonic VE and definitive endoderm, although *Mixl1* is also expressed in other lineages including mesoderm (Pearce and Evans, 1999). *Lefty1* was detected in cystic EBs and undifferentiated ES cells but not in ysE (Figs. 1D and S1D). *Mixl1* was expressed in cystic EBs but was also detected in ysE (Fig. 1D). *Pyy*, which has been reported to have its expression restricted to foregut definitive endoderm derivatives (Hou et al., 2007), was detected in cystic EBs but not in ysE (Figs. 1D and S1E). We then tested the expression of four EXEL imprinted genes (Fig. 1E). All were robustly expressed in ysE and VYS samples, but only after 40 cycles of PCR was low level expression of *Ins2* and *Slc22a3* detected in cystic EBs, while *Slc22a2* and *Tfpi2* were not detected. *Tfpi2* was strongly expressed in undifferentiated ES cells prior to down regulation upon differentiation in EBs. We also examined marker expression by PCR at day 5 of differentiation prior to cystic EB formation when EBs were still very homogenous in shape and size but many were beginning to show the first signs of cavitation with developing hollow buds. *Afp*, *Ttr* and *Slc22a3* were already detected at this early stage, but the specific ysE marker *Slc22a2* was not detected (Fig. S1F). In summary, cystic EBs express markers of endoderm in their outer epithelial layer as reported before, but the expression pattern of a limited set of markers indicates a definitive endoderm rather than an extra embryonic ysE identity. Furthermore, cystic EBs fail to express, or show very low expression, of some EXEL imprinted genes that are typically highly expressed in the ysE.

### Cystic EBs show ML imprinted expression

We next assessed the ability of cystic EBs to model imprinted expression. We used RT-PCR followed by Sanger sequencing of cystic EBs differentiated from two F1 ES cell lines with a FVB/CAST and the reciprocal CAST/FVB genetic background, plus E12.5 ysE and fetal liver from the same crosses (Fig. 2A, B). We first examined allelic expression of a selection of ML imprinted genes that belong to clusters that also contain EXEL imprinted genes expressed in cystic EBs. All tested ML genes showed the expected maternal (*Igf2r, Cdkn1*), or paternal (*Airn, Kcnq1ot1, Peg10*), imprinted expression pattern in cystic EBs and in the extra-embryonic (ysE) and embryonic (fetal liver) endoderm controls (Fig. 2C). *Igf2* only showed a paternal expression bias (30% maternal and 70% paternal) in cystic EBs (Fig. S2A). The incomplete imprinted silencing of *Igf2* may be explained by the presence of early haematopoiesis in cystic EBs (Dang et al., 2002; Doetschman et al., 1985) as human hematopoietic cells relax *Igf2* imprinted expression (Hofmann et al., 2002). Together these results demonstrated that imprinted expression is regulated normally in cystic EBs. Thus cystic EBs are a useful developmental model of ML imprinted expression.

### Cystic EBs do not reproduce the EXEL imprinted expression of yolk sac endoderm

The lack of expression of some ysE EXEL imprinted genes in cystic EBs (Fig. 1D), demonstrated that cystic EBs could not be used to model EXEL-specific imprinted expression for these genes. To investigate the utility of cystic EBs in general to model EXEL imprinted expression we examined imprinted expression of ysE EXEL genes that were expressed in cystic EBs. The EXEL imprinted genes *Osbpl5*, *Cd81*, *Tssc4*, *Sfmbt2* and *Ppp1r9a* showed biallelic expression in cystic EBs similar to that observed in fetal liver, while the ysE showed imprinted expression (or strong maternal bias in the case of *Tssc4*). *Sfmbt2* showed a strain bias towards the FVB allele in cystic EBs and fetal liver although there was clear imprinted expression in ysE (Fig. 2D), so we confirmed the biallelic expression of *Sfmbt2* in cystic EBs derived from two independent B6/129 F1 ES cell lines (Fig. S2B). The reported ysE EXEL gene *Pon2* could not be tested in the CAST/FVB system due to a strong strain bias, but it also showed biallelic expression in cystic EBs derived from the two B6/129 F1 ES cell lines (Fig. S2B). In contrast to other EXEL imprinted genes, the lowly expressed *Slc22a3* demonstrated a reciprocal maternal biased expression of approximately 66% maternal to 34% paternal in d10 cystic EBs and 70% maternal to 30% paternal in d15 cystic EBs, while the control ysE showed 100% maternal expression (Figs. 2D and S2C). At d5 the low level of *Slc22a3* detected showed biallelic expression further indicating that no ysE is present at this early stage of cystic EB differentiation (Fig. S2D). ES cells differentiated in a monolayer with retinoic acid (RA) do not contain any extra-embryonic tissue type, but showed a similar low level of *Slc22a3* expression and maternal bias to d10 and d15 cystic EBs, indicating that at least in cell culture, *Slc22a3* may show maternal biased expression not restricted to EXEL tissues (Fig. S2E). Together these results show that cystic EBs do not display the EXEL imprinted expression pattern typical of ysE, but instead show an imprinted expression pattern resembling that seen in embryonic lineages.

### Cystic EBs lack the epigenetic hallmarks of yolk sac endoderm

Cystic EBs lack EXEL imprinted expression, a characteristic epigenetic feature of ysE. Therefore, we investigated cystic EBs for other epigenetic features that are known to distinguish the extra-embryonic ysE from embryonic lineages. The extra-embryonic lineages have been shown to be hypomethylated on specific repetitive elements and genic sequences (Chapman et al., 1984; Rossant et al., 1986) and placenta globally shows low DNA methylation (Popp et al., 2010). 

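DNA methylation was analysed in 6 libraries of whole genome bisulfite sequencing, in which unmethylated cytosines are converted and read as thymine. E12.5 ysE, E12.5 fetal liver and d15 cystic EBs each had 1 library from either reciprocal cross of CAST and FVB mice (CxF and FxC), the cystic EBs being made from ES cells of these crosses. The authors aligned the reads with GSNAP and called methylation with BisSNP, with its low coverage settings and a list of SNPs between the strains. For each CpG and strand they deposited the percent of methylated reads and the number of reads behind it. In the order CxF and FxC, reads at CpGs numbered 9248477 and 6695942 in ysE, 8677323 and 11014395 in liver, and 11554658 and 8475654 in cystic EBs. A CpG call rested on a mean of 1.80 to 2.21 reads per library, so reads were summed over features before a percent was taken. Methylation was computed as methylated reads over all reads at CpGs in 5 kb windows with at least 5 reads, which left 347534 to 409449 windows per library with a median of 14 to 23 reads each. The same was done for single repeat elements outside genes, for promoters, and for gene bodies. Chromosome 15 was analysed in ysE and cystic EBs only, and chromosomes X, Y and 19 were not analysed here. Chromosome 13 had 0 to 13 calls per library and so does not enter the genome-wide values. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.333, so differences between tissues were set against the spread between the libraries of a tissue and no p-value was computed.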

To determine the DNA methylation state in cystic EBs we performed WGBS on d15 cystic EBs and compared it to E12.5 ysE and fetal liver. Fig. 3A shows that genome-wide ysE has relatively low levels of DNA methylation (median 53.3–62.5%) compared to fetal liver (median 79–79.6%) consistent with previous findings comparing the extra-embryonic placenta and embryonic tissues (Popp et al., 2010). However, DNA methylation in cystic EBs does not resemble ysE, but displays a slightly higher level than fetal liver (median 85.3–89.9%). Moreover by hierarchical clustering the global methylation pattern of cystic EBs was closer to fetal liver than to ysE (Fig. 3B). 

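Over 5 kb windows, the median methylation in ysE was 66.7% in the CxF library and 57.1% in the FxC library, with a mean of 61.9% ± 6.73 (SD, n = 2). Fetal liver had medians of 78.6% and 80.0%, with a mean of 79.3% ± 1.01 (SD, n = 2). Both liver libraries lay above both ysE libraries, and the gap between the means was larger than the spread within either tissue. Among the processing alternatives, a minimum of 20 reads per window moved the ysE median most, to 70.6%, with liver at 81.2%.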

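In d15 cystic EBs the median of the 5 kb windows was 89.2% (CxF) and 85.0% (FxC), a mean of 87.1% ± 2.96 (SD, n = 2). The lower of the cystic EB libraries was above the higher of the liver libraries, and both were above the ysE libraries by more than the spread between replicates. In 1 kb windows the medians were higher in all 3 tissues, at 92.6% in cystic EBs, 84.2% in liver and 69.7% in ysE, and their order did not change.

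**Figure D1:**
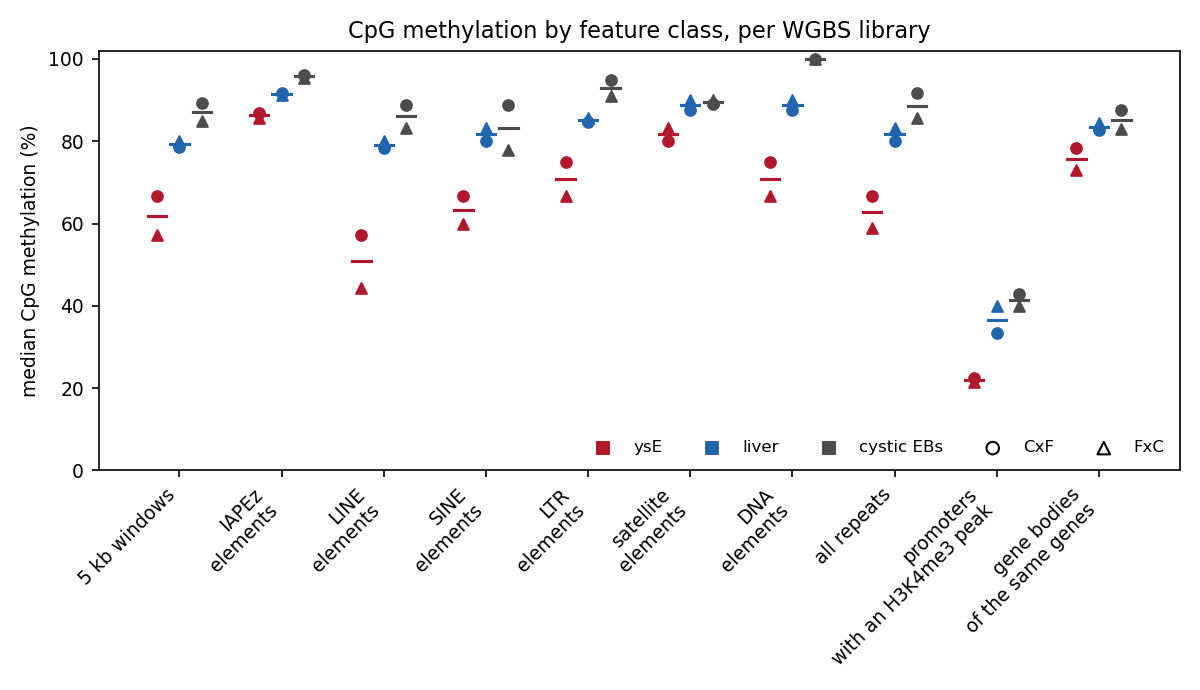
Median CpG methylation in percent (y axis) of 10 feature classes (x axis) in the 6 bisulfite libraries of ysE (red), liver (blue) and cystic EBs (dark grey), with circles for the CxF cross, triangles for the FxC cross and a bar at the mean of both libraries. In the 5 kb windows the cystic EB libraries lie at 85.0% and 89.2%, above liver at 78.6% and 80.0% and ysE at 57.1% and 66.7%.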

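Hierarchical clustering with complete linkage was run on the 5 kb windows whose replicates differed by less than 10 percentage points within each tissue and whose tissues differed by more than 20 points, which left 9622 windows. The Euclidean distance, given per window in percentage points, was 17.3 between cystic EBs and liver, 37.9 between cystic EBs and ysE, and 30.6 between liver and ysE. Libraries of one tissue were 5.27 to 5.67 points apart, a closeness that the selection of windows sets by construction. The distance to liver was smaller than that to ysE by -20.6 points (SD 0.161 over the 2 cystic EB libraries, which gave -20.7 and -20.5). Over all 254754 windows covered in every library, without a selection for stable or differing windows, the difference was -13.9. There cystic EBs lay 20.7 points from liver and 34.6 from ysE, while libraries of one tissue were 17.8 to 25.8 points apart. With 1 library left out in turn it lay between -28.6 and -14.0. With 1 - Pearson r as distance, cystic EBs were 0.828 from liver and 0.856 from ysE, a difference of -0.028 that was smaller than the distances of 0.0495 to 0.142 between libraries of one tissue. From this clustering and the higher genome-wide level, the paper reasons that the methylation of cystic EBs does not resemble that of ysE and lies closer to fetal liver.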

A similar picture was observed when tissues were clustered by the methylation of repeats, promoters or CpG islands (Fig. S3A–C). 

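Clustered over single repeat elements with the same rules for stable and differing features, cystic EBs lay 14.4 points from liver and 32.6 points from ysE, over 299 elements. Few promoters passed these rules. Over the 30 that did, the order was reversed, with cystic EBs 32.7 points from liver and 31.4 points from ysE, a difference of 1.29 points (0.938 and 1.63 in the 2 cystic EB libraries). Over all 2533 promoters covered in every library, a set chosen after the data were seen, cystic EBs were 33.6 points from liver and 36.0 from ysE, a difference of -2.41 points (-2.996 and -1.82 in the 2 cystic EB libraries). Libraries of one tissue were 30.5 to 32.2 points apart over these promoters. CpG islands were not analysed here.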

Analysis of RNA-seq data showed that the maintenance DNA methyltransferase *Dnmt1* was expressed at a high level in all tissues, while the *de novo* methyltransferase *Dnmt3a* was expressed at a more moderate level in all tissues (Fig. 3C). 

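Gene expression was analysed in 11 RNA-seq libraries of rRNA-depleted total RNA: 1 of E12.5 ysE, 2 of E9.25 ysE (also written E9.5 in the paper), 2 of E9.25 VYS mesoderm, 2 of E12.5 liver, and 4 of cystic EBs at d10 and d15. At each day, cystic EB replicate A came from ES clone A9 and a ScriptSeq library, and replicate B from clone JN and a dUTP library. Liver libraries were made with ScriptSeq, those of E9.25 ysE and mesoderm with dUTP, and that of E12.5 ysE with a non-stranded protocol used for no other library, so in comparisons with E12.5 ysE protocol and tissue cannot be told apart. The authors aligned the reads with GSNAP, counted them over RefSeq transcripts with custom scripts, Samtools and RSeQC, and deposited counts without normalization and RPKM. Counts per library summed to 40453779 in E12.5 ysE, 108710581 and 169981821 in E9.25 ysE, 107121229 and 119296265 in mesoderm, 63798810 and 59203340 in liver, and 47818368 to 110465060 in cystic EBs (median 74494345.5). How reads mapping to several places were counted is not stated in the paper's text. Counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 24858 transcripts that passed edgeR's filter on low counts, after TMM normalization, with all 5 tissues in the fit. The spread was shared between tissues, and the single E12.5 ysE library was assumed to vary like the others. The threshold was an FDR of 1% for cystic EBs against E12.5 ysE and of 5% for the other comparisons. Counts of transcripts between E12.5 ysE and liver used an unadjusted p of 0.001 instead. The paper gives this limit without stating whether its P was adjusted. Some calls at 1% were lost in a fit of only cystic EBs and E12.5 ysE. Among them were those of Dnmt3b, Dnmt3l, Tex19.1, Cited1, Afp, Ttr, Sox7 and Hhex. For a gene with several transcripts, the one with the highest mean count is given, with RPKM as mean ± SD.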

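Dnmt1 (NM_001199431, chromosome 9 of mm10, 20907206 to 20959888) had 51.2 RPKM in E12.5 ysE (1 library), 41.1 ± 1.12 in E9.25 ysE (n = 2), 45.8 ± 11.6 in cystic EBs (n = 4) and 105 ± 12.3 in liver (n = 2). Cystic EBs did not differ from E12.5 ysE (log2 fold change -0.52, adjusted p = 0.2001) or from E9.25 ysE (-0.29, adjusted p = 0.339) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against liver the log2 fold change was -1.52 (standard error 0.24, adjusted p = 0.000938, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the alternatives, leaving out d10 cystic EB replicate A moved this value most, to -1.70, and its adjusted p stayed between 6.69e-08 and 0.0132 in edgeR and DESeq2. Dnmt3a (NM_007872, chromosome 12, 3801559 to 3914443) had 11.7 RPKM in E12.5 ysE, 12.6 ± 0.74 in E9.25 ysE, 9.87 ± 0.95 in cystic EBs and 22.1 ± 3.89 in liver. It was lower in cystic EBs than in liver (log2 fold change -1.50, standard error 0.19, adjusted p = 0.000281) and than in E9.25 ysE (-0.80, standard error 0.19, adjusted p = 0.00680) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the latter difference was lost without E9.25 ysE replicate A (-0.67, adjusted p = 0.0777, range over the alternatives 0.00244 to 0.0777).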

The *de novo* methyltransferases *Dnmt3b* and *Dnmt3L* were expressed more highly in cystic EBs compared to E12.5 and E9.5 ysE and E12.5 liver. This may explain why a slightly higher level of global DNA methylation was seen in cystic EBs compared to fetal liver. However, analysis of the pluripotency markers *Oct4* and *Rex1* showed that although they are strongly down regulated during cystic EB differentiation, they are still expressed, raising the possibility that remnant pluripotent cells may exist in cystic EBs (Fig. S1G). This could explain the expression of *Dnmt3l* in cystic EBs, as it showed a similar pattern of expression to the pluripotency markers during cystic EB differentiation, but could not explain the expression pattern of *Dnmt3b*, which was expressed at a higher level than the pluripotency markers (Fig. S1H). 

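Dnmt3b (NM_001003961, chromosome 2 of mm10, 153649411 to 153687730) had 24.4 ± 12.1 RPKM in cystic EBs, 2.24 in E12.5 ysE, 7.80 ± 0.58 in E9.25 ysE and 4.74 ± 0.39 in liver. Its log2 fold change in cystic EBs was 3.08 over E12.5 ysE (standard error 0.63, adjusted p = 0.00437) and 2.04 over liver (standard error 0.43, adjusted p = 0.00458), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over E9.25 ysE it was 1.20 (standard error 0.41, adjusted p = 0.0352, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In edgeR with Benjamini-Hochberg adjustment, this call was lost without E9.25 ysE replicate A (adjusted p = 0.150) or B (0.124), without d10 cystic EB replicate A (0.0639), and without either mesoderm or liver library (0.0507 to 0.0513), so it rested on the libraries in the fit. Dnmt3l (NM_019448, chromosome 10, 78042287 to 78063622) had 14.1 ± 11.4 RPKM in cystic EBs, with 6.07 and 7.14 in clone A9 and 30.7 and 12.5 in clone JN at d10 and d15. No Dnmt3l read was counted in E12.5 ysE. Against a floor of 3 counts over that group, cystic EBs were at least 374-fold higher. It had 0.016 RPKM in E9.25 ysE and 0.037 in liver, and log2 fold changes of 9.40 (standard error 1.27, adjusted p = 0.000361) and 8.16 (standard error 1.20, adjusted p = 0.000662) against them, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these 4 methyltransferase genes, 2 were higher in cystic EBs than in E12.5 ysE, both over all transcripts tested and adjusted over the list alone.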

High *Dnmt3b* expression has been previously reported in EBs (Leitch et al., 2013), and may be explained by the presence of early embryonic ectoderm cells in EBs, which express a high level of *Dnmt3b* in the early post-implantation embryo (Okano et al., 1999).

We next evaluated levels of methylation on CpG islands (Fig. S3D), genic elements (Fig. S3E), and different types of repeats (Figs. 3D and S3F,G). As expected the bulk of CpG islands were unmethylated (median <10%) in contrast to the rest of the genome, which was highly methylated in fetal liver and cystic EBs (median 79–89.5%), and showed intermediate levels in ysE (median 53.3–62.5%) (Fig. S3D). 

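The annotation used gives no strand, so promoters were taken as 1 kb to either side of the end of a protein-coding gene that lay within 1 kb of an H3K4me3 peak of E12.5 VYS, for genes with such a peak at 1 end only. Between 6781 and 8657 of them per library had at least 5 reads at CpGs. Their median methylation was 22.0% ± 0.81 (SD, n = 2 libraries) in ysE, 36.7% ± 4.71 in liver and 41.4% ± 2.02 in cystic EBs. The bodies of the same genes had medians of 75.8% ± 3.85, 83.5% ± 1.18 and 85.3% ± 3.24. In every library the gap between promoters and gene bodies was larger than the spread between replicates. Around the 11166 H3K4me3 peaks in the upper 50% by score, methylation rose from 17.2% at the centre to 71.6% at 5 kb in ysE, from 25.2% to 81.0% in liver, and from 29.1% to 81.3% in cystic EBs. These promoters and peaks were chosen by a mark measured in VYS, which contains ysE, and not in liver or cystic EBs. The choice may itself lower ysE against the others, so the order of the tissues at promoters and peak centres cannot be separated from it.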

Promoters showed a lower level of DNA methylation than other genic elements, which was expected due to the overlap of many CpG islands with promoters (Fig. S3E), and was also consistent with previous reports (Lister et al., 2009; Popp et al., 2010). Protein-coding exons, introns and UTRs displayed a similar level of methylation within a tissue type, showing a high level for fetal liver and cystic EBs (>80%) and a more moderate level for ysE (median 65.8–73.7%, Fig. S3E). 

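Over single repeat elements outside genes with at least 5 reads at CpGs, the median methylation was 62.9% ± 5.40 (SD, n = 2 libraries) in ysE, 81.7% ± 2.36 in liver and 88.7% ± 4.21 in cystic EBs. The lowest library of either other tissue was above both ysE libraries, which had 66.7% and 59.0%.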

Repeats were highly methylated in cystic EBs and fetal liver, but generally less methylated in ysE (median 50–70%) (Fig. S3F). This pattern was similar for the SINE, LTR, satellite and DNA repeat families (Fig. S3G). 

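SINE elements had medians of 63.3% ± 4.71 (SD, n = 2 libraries) in ysE, 81.7% ± 2.36 in liver and 83.3% ± 7.86 in cystic EBs, so that cystic EBs and liver differed by less than the spread between replicates. LTR elements had 70.8% ± 5.89, 85.2% ± 0.78 and 93.0% ± 2.89 in the same order of tissues. Satellites, with only 254 to 432 elements per library, had 81.7% ± 2.36, 88.8% ± 1.77 and 89.5% ± 0.68. DNA elements had 70.8% ± 5.89, 88.8% ± 1.77 and 100% ± 0. Cystic EBs were above liver in all 4 classes at this read minimum. With at least 10 reads per element the order of cystic EBs and liver changed for SINEs (75.9% and 78.5%) and satellites (90.0% and 90.2%), while ysE remained lowest.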

The intracisternal A particle (IAP) IAPEz family of retrotransposons showed a higher level of DNA methylation than other repeats, although ysE still showed a lower level of methylation than cystic EBs and fetal liver. In contrast, LINEs were less methylated than other repeats in ysE (median 30–50%), but not in cystic EBs and fetal liver (Fig. 3D). It has previously been shown that IAPEz repeats are highly expressed in the extra-embryonic placenta, but not in embryonic tissues (Reichmann et al., 2013). 

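IAPEz elements, of which 1953 to 2946 per library had at least 5 reads and the median element 20 to 33, had a median methylation of 86.3% ± 0.80 (SD, n = 2 libraries) in ysE, 91.4% ± 0.35 in liver and 95.8% ± 0.57 in cystic EBs. Each tissue's median was above that of all repeats by more than the spread between replicates. The gaps between the tissues were also larger than this spread, and IAPEz medians in ysE stayed between 86.3% and 87.6% under read minimums from 1 to 20.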

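LINE elements had medians of 57.1% and 44.4% in the CxF and FxC libraries of ysE, a mean of 50.8% ± 8.98 (SD, n = 2), against 79.2% ± 1.15 in liver and 86.1% ± 3.93 in cystic EBs. Between 33297 and 61989 LINE elements per library entered, and the median element had 7 or 8 reads. The read minimum moved the ysE value, from 41.7% with at least 1 read to 66.3% with at least 20. With at least 5 reads LINEs also had the lowest median of the classes in liver, though SINEs at 81.7% were within 2.5 points, and in cystic EBs SINEs were lower than LINEs. With at least 10 reads SINEs were lower than LINEs in liver (78.5% and 80.0%), and with at least 20 in ysE as well (62.2% and 66.3%).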

Analysis of RNA-seq data showed that ysE express IAPEz repeats highly compared to cystic EBs (Fig. 3E) and fetal liver (Fig. S3H). SINEs, LINEs and all repeats grouped together showed no difference in expression between the tissues. 

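Expression of repeats was analysed in 6 dUTP libraries, 2 of cystic EBs (clone JN at d10 and d15), 2 of E9.25 ysE and 2 of E9.25 VYS mesoderm, as read counts that the authors deposited for single RepeatMasker elements outside genes. Liver and E12.5 ysE were not analysed here for repeats. Counts on repeats summed to 86063967 and 108023000 in cystic EBs, 94891378 and 188223399 in ysE, and 102463095 and 96403308 in mesoderm, and 65.9% to 79.4% of them lay on repeats of RNA genes. For the tests, counts were summed by repeat name with those RNA genes included, and 1190 names were tested. The RNA genes thus entered the library sizes and the adjustment. Of the counts outside RNA genes, IAPEz made up 15.8% ± 2.85 (SD, n = 2) in cystic EBs and 19.5% ± 0.89 in mesoderm. Their log2 fold change in cystic EBs over mesoderm was -0.16 (standard error 0.14, adjusted p = 0.60, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -0.26 and -0.03 with 1 library left out, and the adjusted p lay between 0.474 and 0.979 over the alternatives in edgeR and DESeq2. Leaving out d10 replicate B of the cystic EBs moved the value most (-0.03), and no alternative changed the call. Over 4891 single IAPEz elements with reads, the median log2 fold of cystic EBs over mesoderm was -0.32 (quartiles -0.68 and -0.008), against -0.03 for all repeats. Over the simulated changes of known size, the test recovered 62.5% in this comparison, so a small difference was not detectable.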

IAPEz expression in cystic EBs, fetal liver and VYS mesoderm was similar (Fig. S3I, J). Thus ysE shows high expression of IAPEz like placenta, while cystic EBs show low IAPEz expression similar to epiblast-derived lineages. LINEs are not expressed in ysE despite low levels of DNA methylation. In hypomethylated primordial germ cells genome defense genes repress the expression of retrotransposable elements. Similarly, in placenta LINEs are lowly methylation and are suppressed by the genome defense gene TEX19.1, which has been reported to show expression restricted to germ cells and the extra-embryonic placenta (Reichmann et al., 2013). 

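Tex19.1 (NM_028602, chromosome 11 of mm10, 121146143 to 121148314) had 64.1 RPKM in E12.5 ysE (1 library), 8.90 ± 0.70 in E9.25 ysE (n = 2), 5.62 ± 2.64 in cystic EBs (n = 4) and 0.035 in liver (n = 2). Its log2 fold change in cystic EBs was -3.87 against E12.5 ysE (standard error 0.52, adjusted p = 0.000469) and 6.99 against liver (standard error 0.76, adjusted p = 0.000136), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call against E12.5 ysE was lost in a fit of only the groups compared, where the log2 fold change was -3.88. Cystic EBs and E9.25 ysE did not differ past the threshold (-1.11, adjusted p = 0.0682, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without d10 cystic EB replicate A, the lowest of the cystic EB libraries at 1.70 RPKM against 6.48 to 7.17 in the others, the difference was called (-0.80, adjusted p = 0.0120 in edgeR with Benjamini-Hochberg adjustment, range over the alternatives 0.0120 to 0.255).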

*Tex19.1* is highly expressed in E12.5 ysE and moderately expressed in E9.5 ysE and cystic EBs, but not expressed in E12.5 liver (Fig. 3F). This indicates that expression of hypomethylated LINEs in ysE may be suppressed by TEX19.1, as occurs in placenta, although the expression levels indicate that this may be more important in late rather than early ysE.

The repressive histone modifying complex PRC2, which deposits H3K27me3, plays a role in maintaining imprinted silencing of some genes specifically in the placenta or its precursor tissue (Mager et al., 2003; Terranova et al., 2008). EHMT2, which deposits H3K9me2, may play a role specifically in EXEL imprinted silencing of genes in the placenta (Nagano et al., 2008; Wagschal et al., 2008). Additionally, early embryonic lethality of the *Eed* (PRC2) hypomorph been shown to be due to a defect in placenta development (Wang et al., 2002) indicating an essential role for H3K27me3 in placenta. Despite this, the H3K27me3 modification deposited by PRC2 is globally low in TS cells and XEN stem cells that represent the pre-implantation trophectoderm and primitive endoderm which generates the trophectoderm of the placenta and the ysE of the VYS (Rugg-Gunn et al., 2010). Given these reports we investigated expression of components of histone modifying complexes in ysE, fetal liver and cystic EBs by RNA-seq. We found that the PRC2 component *Ezh2* showed significantly higher expression in fetal liver and cystic EBs compared to ysE, while other PRC2 components *Suz12*, *Eed*, and *Ezh1* showed no significant difference between the tissues (Fig. 3F). 

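Ezh2 (NM_007971, chromosome 6 of mm10, 47530274 to 47595270) had 7.03 RPKM in E12.5 ysE, 10.6 ± 0.44 in E9.25 ysE, 31.7 ± 10.9 in cystic EBs and 71.04 ± 8.03 in liver. In liver it was higher than in E12.5 ysE by a log2 fold change of 3.30 (standard error 0.50, adjusted p = 0.000716, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cystic EBs were below liver by a log2 fold change of -1.49 (adjusted p = 0.0025, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cystic EBs it was higher than in E12.5 ysE by 1.81 (standard error 0.43, adjusted p = 0.00915) and than in E9.25 ysE by 1.14 (standard error 0.31, adjusted p = 0.0128), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In edgeR with Benjamini-Hochberg adjustment, the first difference was lost without 7 libraries in turn, among them d15 cystic EB replicate A (adjusted p = 0.0109) and both libraries of liver, E9.25 ysE and mesoderm (up to 0.0172, range over the alternatives 0.000411 to 0.0582), and the second without E9.25 ysE replicate A (0.0734) or B (0.0673). Suz12 did not differ in any of the 4 comparisons (log2 fold changes -0.47 to 0.27). Eed was higher in cystic EBs (37.9 ± 5.18 RPKM) than in E12.5 ysE (14.6) by a log2 fold change of 1.01 (standard error 0.23, adjusted p = 0.00792, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was lost without 7 libraries in turn (0.0110 to 0.0187) and with a replicate block (0.0125), and higher in liver than in E12.5 ysE by 1.39 (adjusted p = 0.00201). Ezh1 was lower in liver (3.87 RPKM) than in E12.5 ysE (12.3) by -1.70 (standard error 0.35, adjusted p = 0.00387, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did not differ between cystic EBs and E12.5 ysE (-0.96, adjusted p = 0.0369) at an FDR of 1%, though it did without d15 cystic EB replicate A (-1.16, adjusted p = 0.00595). Of the 11 chromatin genes named with Fig. 3F, 5 differed between cystic EBs and E12.5 ysE (2 higher and 3 lower), and 6 adjusted over the list alone.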

Other components of histone modifying complexes *Rnf2*, *Mll1*, *Ash1*, and *Ehmt1* also showed no significant differences between the tissues. 

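Between cystic EBs and E12.5 ysE none of Rnf2 (log2 fold change 0.12, adjusted p = 0.7505), Mll1 (1.38, 0.0112), Ash1l (0.43, 0.395) and Ehmt1 (0.18, 0.684) passed an FDR of 1% in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mll1 did without d15 cystic EB replicate B (1.54, adjusted p = 0.00286, edgeR with Benjamini-Hochberg adjustment) and in DESeq2 (1.30, 0.000969). Rnf2 had 6.28 RPKM in liver against 31.3 in E12.5 ysE and 44.1 ± 12 in cystic EBs, a log2 fold change of -2.35 in liver over E12.5 ysE (standard error 0.29, adjusted p = 0.000279, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mll1 rose from 0.618 RPKM in E9.25 ysE to 2.43 ± 0.465 in cystic EBs (log2 fold change 1.54, standard error 0.26, adjusted p = 0.00114) and to 4.54 in liver (2.60 over E12.5 ysE, adjusted p = 0.000701), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ash1l was higher in cystic EBs than in E9.25 ysE (0.98, adjusted p = 0.0229), a call lost without E9.25 ysE replicate A (0.109) or B (0.0871), and Ehmt1 was lower in cystic EBs than in liver (-0.83, adjusted p = 0.0249), a call lost without liver replicate A (0.150) or B (0.0626), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ash1l was also lower in cystic EBs than in liver (-0.93, adjusted p = 0.0241) and higher in liver than in E12.5 ysE (1.36, 0.0298), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and these calls were lost without liver replicate A (0.0740 and 0.0597) or B (0.126 and 0.0795).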

*Ehmt2* did show higher expression in E12.5 and E9.5 ysE than fetal liver and cystic EBs, but this difference was not statistically significant. 

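Ehmt2 had 67.2 RPKM in E12.5 ysE (1 library), 51.0 ± 7.6 in E9.25 ysE (n = 2), 28.1 ± 3.5 in cystic EBs (n = 4) and 19.4 ± 3.07 in liver (n = 2), and every library of either ysE stage was above those of cystic EBs and liver. The log2 fold change was -1.63 for cystic EBs against E12.5 ysE (standard error 0.23, adjusted p = 0.000556), -1.31 against E9.25 ysE (standard error 0.19, adjusted p = 0.000477), and -1.82 for liver against E12.5 ysE (standard error 0.26, adjusted p = 0.000600), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These calls held with each library left out in turn, while that against E12.5 ysE was lost in a fit of only the groups compared (adjusted p = 0.0124, edgeR with Benjamini-Hochberg adjustment).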

Since significant expression differences between ysE and cystic EBs were seen for the histone modifying enzyme *Ezh2*, we examined total levels of the histone modifications H3K27me3, H3K4me3, H3K27ac, H3K9me2 and H3K9me3 in ysE, fetal liver and cystic EBs and compared them to undifferentiated ES cells and VYS by Western blotting (Fig. 3G). No difference in the total levels of these modifications was detected between these tissues. Although it has been shown that extra-embryonic stem cells in the pre-implantation embryo show a low level of H3K27me3 (Rugg-Gunn et al., 2010), our result is consistent with immunocytochemistry data indicating that post-implantation extra-embryonic lineages gain H3K27me3 (Rugg-Gunn et al., 2010), and indicates that cystic EBs represent a post-implantation tissue. As an additional marker of chromatin regulation, we examined expression of the enhancer associated CBP/p300 interacting protein CITED1, that is expressed in extra-embryonic VE and later in ysE (Dunwoodie et al., 1998), and is required for placental development (Rodriguez et al., 2004). 

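Cited1 (NM_007709, chromosome X of mm10, 102247378 to 102252181) had 95.3 RPKM in E12.5 ysE, 79.4 ± 14.4 in E9.25 ysE, 19.6 ± 7.9 in cystic EBs and 3.46 ± 1.10 in liver. The log2 fold change of cystic EBs was -2.64 against E12.5 ysE (standard error 0.46, adjusted p = 0.00196) and -2.46 against E9.25 ysE (standard error 0.40, adjusted p = 0.000915), and that of liver against E12.5 ysE was -4.82 (standard error 0.59, adjusted p = 0.000262), all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cystic EBs were above liver by 2.18 (adjusted p = 0.00459, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which fell short of the threshold without liver replicate A (1.90, adjusted p = 0.0502, range over the alternatives 2.01e-05 to 0.0502).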

Expression comparison by RNA-seq showed that *Cited1* expression in ysE was significantly higher than in cystic EBs and fetal liver (Fig. 3F). Taken together these results demonstrate that in addition to failing to display EXEL imprinted expression, cystic EBs do not possess epigenetic features of ysE such as DNA hypomethylation, elevated expression of IAPEz retroviral repeats, the *Tex19.1* genome defense gene, and the *Cited1* gene. Additionally, high expression levels of chromatin modifying enzyme *Ezh2* in cystic EBs more resemble the embryonic fetal liver, than the extra-embryonic ysE.

### The gene expression pattern of cystic EBs is distinct from the yolk sac endoderm

The expression of some gene markers, the imprinted expression pattern and epigenetic features indicate that cystic EBs are distinct from the yolk sac endoderm and may represent a developmental stage more similar to the embryonic definitive endoderm. Although RT-PCR of marker genes indicates that cystic EBs have a definitive endoderm identity (Fig. 1D), assigning tissue identity based on a limited set of markers is dependent on proper selection and could be misleading. Moreover, expression of some individual markers may be altered in culture. For example, *in vivo Afp* is expressed in the embryonic, but not the extra-embryonic VE, whereas in culture both express *Afp* (Dziadek, 1978). Therefore, confident and unbiased classification of tissue identity requires whole transcriptome analysis. To enable this we performed RNA-seq of cystic EBs at d10 and d15 of differentiation and compared them to E9.25 and E12.5 ysE and E12.5 fetal liver (Fig. 4). The mean expression level of biological replicates of cystic EBs from two independently derived B6/129 ES cells at the d10 and d15 time points showed a high correlation level of *r*=0.99, *r*^2^=0.98 (Fig. S4A) with no significantly differentially expressed genes (Fig. S4C). Therefore, we treated all 4 cystic EB datasets as biological replicates in comparisons to ysE and fetal liver samples. 

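Over 30455 transcripts, the log2(RPKM + 1) of the mean of the 2 d10 libraries and of the mean of the 2 d15 libraries had a Pearson r of 0.989 and an r2 of 0.977. Transcripts are not independent replicates. Between single d10 and d15 libraries, r2 was 0.838 to 0.972, and within one clone and protocol it was 0.961 for A9 and 0.972 for JN. Without d15 replicate B it fell to 0.911, the lowest value among the alternatives. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 5%, 0 of 22452 transcripts differed between d10 and d15, with 304 at an unadjusted p under 0.05. DESeq2 called 17, all higher at d15. With the clone as a replicate block edgeR again called 0, with 2392 at an unadjusted p under 0.05, and it called 0 with each library left out. On simulated changes the model without the block recovered 0 of 200 changed transcripts, as its spread held the difference between the clones, so a difference of single genes was not detectable with it. When data were simulated with only the spread left within clones, the same model without the block recovered 79%, with 31 false calls. The model with the block was not simulated, so what it could detect is not known.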

The comparison between cystic EBs and E12.5 ysE showed a correlation of *r*^2^=0.74 (Fig. 4A). This correlation resembles that seen between distantly related tissues, such as E12.5 ysE and fetal liver (*r*^2^=0.70) (Fig. 4B), rather than the correlation between two closely related tissues like E9.25 and E12.5 ysE (*r*^2^=0.90) (Fig. 4C). 

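The r2 between cystic EBs and E12.5 ysE was 0.716 over the mean log2(RPKM + 1) of 30455 transcripts, and 0.678 to 0.711 for single cystic EB libraries (SD 0.016, n = 4). It was 0.702 for clone A9 with ScriptSeq libraries and 0.697 for clone JN with dUTP libraries, and neither protocol is that of the E12.5 library. The alternative that moved it most was a restriction to transcripts with a mean of at least 1 RPKM in either tissue, which gave 0.456.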

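E12.5 liver and E12.5 ysE had an r2 of 0.612 (0.599 to 0.620 for single liver libraries), and E9.25 and E12.5 ysE one of 0.879 (0.875 to 0.880 for single E9.25 libraries). The value for cystic EBs against E12.5 ysE therefore lay 0.103 above the first and 0.163 below the second, both gaps larger than the spread between libraries. With transcripts of at least 1 RPKM in either tissue the values were 0.292, 0.456 and 0.702 in the order liver, cystic EBs and E9.25 ysE, and with a pseudocount of 0.1 they were 0.682, 0.751 and 0.905.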

To classify the type of endoderm contained in cystic EBs, we performed a supervised hierarchical cluster analysis of RNA-seq data from cystic EBs, ysE and fetal liver using a set of markers reported to distinguish different types of endoderm and different stages of ES cell differentiation (Bielinska et al., 1999; Cho et al., 2012). 

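The supervised clustering was repeated with 57 markers, those named in the text and in Fig. 4D, using z-scored log2(RPKM + 1), 1 - Pearson r as distance and complete linkage, over the 9 libraries of cystic EBs, ysE and liver. The mean distance of cystic EBs was 1.17 to liver and 1.495 to ysE, with 1.53 to the E9.25 and 1.42 to the E12.5 stage, while the ysE stages were 0.380 apart. The distance to liver was smaller by -0.326 (SD 0.276 over the 4 cystic EB libraries), in 3 of 4 libraries. The exception was d15 replicate A at 0.0707. With each library left out the difference lay between -0.493 and -0.167. It changed sign without z-scoring (0.0316) and with Euclidean distance (0.00402). Cystic EBs formed a branch of their own that joined liver first. They joined liver and ysE together without z-scoring, with Euclidean distance, and without E9.25 replicate A or B or the E12.5 library, and did not form their own branch without any 1 of the ysE and liver libraries. Clone A9 and liver share the ScriptSeq protocol, while clone JN and E9.25 ysE share dUTP. At d10 and d15 the differences were -0.496 and 0.0707 for A9, and -0.528 and -0.353 for JN.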

Samples from each tissue type clustered together, with cystic EBs clustering closer to fetal liver than ysE, while E9.25 and E12.5 ysE clustered close to each other (Fig. 4D). Principal component analysis showed that most variation was explained by tissue differences and that batch effects only had a minor effect on the hierarchical clustering of samples (Fig. S4D). 

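Principal component analysis of log2(RPKM + 1) over 16258 transcripts with a mean of at least 1 RPKM gave components holding 46.4%, 29.8% and 14.4% of the variance. Of all variance, 83.3% lay between the 4 groups of cystic EBs, liver, E9.25 ysE and E12.5 ysE. Outside the cystic EBs each group has 1 library protocol, so this share holds differences of protocol as well as of tissue. The single E12.5 ysE library also adds no spread within its group. Within the 4 cystic EB libraries, 79.9% lay between replicate A and replicate B, which differ in both ES clone and library protocol, and 11.9% between d10 and d15.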

Similar to fetal liver, cystic EBs expressed markers of visceral endoderm (*Cited1*, *Dab2*, *Atp6v0a1*, *Elf1*, *Ttr*, *Afp* and *Apoc2*) to a lower level than observed in E9.25 and E12.5 ysE. 

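Of the 7 visceral endoderm markers, 4 were lower in cystic EBs than in E12.5 ysE at an FDR of 1% over all transcripts tested and 6 adjusted over the list alone. Against E9.25 ysE at 5%, 6 were lower by either adjustment, and 5 were lower in liver than in E12.5 ysE at 5% by either. The largest difference was that of Afp, with 35558 RPKM in E12.5 ysE, 6349 ± 393 in E9.25 ysE, 1933 ± 760.4 in liver and 240.2 ± 311 in cystic EBs, where single libraries ranged from 25.8 to 688. Its log2 fold change in cystic EBs was -7.54 against E12.5 ysE (standard error 1.29, adjusted p = 0.00174) and -5.14 against E9.25 ysE (standard error 1.12, adjusted p = 0.00458), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ttr had 180.1 ± 115 RPKM in cystic EBs and 2211 in E12.5 ysE (log2 fold change -3.97, standard error 0.73, adjusted p = 0.00251, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atp6v0a1 fell by 1.05 against E12.5 ysE (adjusted p = 0.00931, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without any 1 of 9 libraries (0.0107 to 0.0197, range over the alternatives up to 0.0385). Dab2 (-1.72, adjusted p = 0.0252) and Apoc2 (-3.34, adjusted p = 0.0132) passed only over the list alone, Apoc2 also over all transcripts without d10 cystic EB replicate A (0.00727) or B (0.00507), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Elf1 did not differ from either ysE stage (-0.71 and 0.03, adjusted p = 0.359 and 0.969, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).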

Cystic EBs also expressed markers of embryonic VE and definitive endoderm (*Foxg1a*, *Gata3*, *Sp6*, *Pyy*, *Cer1*, *Gsc*, and *Lefty1*) (Fig. 4D), as was indicated by RT-PCR using a more limited panel of markers (Fig. 1D). 

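Markers of embryonic VE and definitive endoderm were detected in cystic EBs at low to moderate levels. Lefty1 had 8.02 ± 9.18 RPKM, with 1.03 and 1.13 in clone A9 and 20.4 and 9.45 in clone JN at d10 and d15. Sp6 had 1.93 ± 0.436 RPKM and was higher than in E12.5 ysE (log2 fold change 4.59, standard error 1.02, adjusted p = 0.00651, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that an FDR of 1% no longer gave without d15 replicate B (0.0121). Gata3 (4.05, adjusted p = 0.0248), Lefty1 (3.07, 0.167) and Gsc (1.63, 0.414) did not pass this FDR against E12.5 ysE in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although Gata3 did in DESeq2 (0.000566). No read of Pyy or Cer1 was counted in E12.5 ysE, and against a floor of 3 counts over that group cystic EBs were at least 13.6-fold and 17.4-fold higher. Neither passed an FDR of 1% (adjusted p = 0.122 and 0.0385, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although Cer1 did in DESeq2 (0.00621). Pyy had 0 counts in d15 replicate A. Sp6 (log2 fold change 5.08, adjusted p = 0.000520) and Cer1 (0.00319) were higher than in E9.25 ysE, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the markers given here, only Gsc did not pass 5% against E9.25 ysE (1.69, 0.221). Against E9.25 ysE, the calls of Gata3 (log2 fold change 2.82, adjusted p = 0.0133), Pyy and Lefty1 (3.83, adjusted p = 0.0296) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were each lost without either E9.25 library, with adjusted p of up to 0.0995, 0.145 and 0.158.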

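Gata6, Sox7 and Sox17 were higher in cystic EBs than in E12.5 ysE, E9.25 ysE and liver, over all transcripts tested and adjusted over the list alone. Sox17 had 7.87 ± 3.23 RPKM in cystic EBs and 0.324 ± 0.049 in E9.25 ysE (log2 fold change 4.17, standard error 0.48, adjusted p = 0.000144, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 counts in E12.5 ysE. Sox7 had 2.29 ± 2.26 RPKM and 0 counts in E12.5 ysE, at least 120.2-fold lower. The Sox7 difference from E9.25 ysE (2.84, adjusted p = 0.0178, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was lost without either E9.25 library (0.0851 and 0.111). Of 6 parietal endoderm genes, 3 were higher in cystic EBs than in E12.5 ysE (Pth1r, Pdgfra and Snai1) and 3 than in E9.25 ysE (Fst, Pdgfra and Sparc), or 4 each adjusted over the list alone, so that Pdgfra alone passed against both over all transcripts tested. The call of Snai1 was lost without any 1 of 9 libraries, and those of Fst, Pdgfra and Sparc without either E9.25 library. Against E9.25 ysE the call of Pdgfra held with only 7 of 11 libraries left out in turn, and that of Sparc with 5. Sparc had 527 ± 560.1 RPKM, Lamb1 163 ± 134 and Fst 26.3 ± 34.4, of which d15 replicate A alone had 77.9, so their spread between libraries exceeded their mean or came close to it. Pth1r did not differ from E9.25 ysE (26.3 ± 12.6 and 27.8 RPKM). Of 11 pluripotency-associated genes, 4 were higher in cystic EBs than in E12.5 ysE at an FDR of 1% and 7 adjusted over the list alone. Against E9.25 ysE these were 9 and 10, and against liver 9 by either adjustment. Against E12.5 ysE, DESeq2 also called Nanog (adjusted p = 3.84e-06), Sox2 (6.33e-09), Eras (0.000459), Utf1 (0.00412) and Zfp42 (0.00236). The call of Dppa5a against E12.5 ysE (adjusted p = 0.00993) was lost without d15 cystic EB replicate B (0.0168), edgeR with Benjamini-Hochberg adjustment. It was also lost without any 1 library of E9.25 ysE, mesoderm or liver. Pou5f1 had 58.5 ± 16 RPKM in cystic EBs and 0.104 ± 0.037 in E9.25 ysE (log2 fold change 8.71, standard error 0.53, adjusted p = 1.58e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no count in E12.5 ysE, against which it was at least 1265-fold higher. Nanog had 15.4 ± 14.2 RPKM and no count in E12.5 ysE (at least 328-fold lower), a difference that did not pass an FDR of 1% (adjusted p = 0.0115, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) but did without d10 (0.00623) or d15 (0.00573) cystic EB replicate A and with a replicate block (0.000796). Fst passed this FDR with the replicate block too (0.00577), without d15 cystic EB replicate A (0.00406) and in DESeq2 (6.44e-09). The block places the single E12.5 ysE library with replicates A, a choice without a pairing behind it, so it does not weigh for or against these calls. Zfp42 had 17.7 ± 9.57 RPKM against 4.94 ± 0.56 in E9.25 ysE, which did not pass 5% (adjusted p = 0.0775, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) but did without d10 cystic EB replicate A (0.0301). Reads of Pou5f1, Nanog and Dppa5a can also come from pseudogene copies, and the counting of such reads is not stated in the paper's text.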

Notably, cystic EBs also expressed genes associated with early endoderm development (*Gata6*, *Sox7* and *Sox17*), parietal endoderm (*Fst*, *Snai1*, *Pth1r*, *Pdgfra*, *Lamb1-1* and *Sparc*) and pluripotency-associated genes (*Nanog*, *Pou5f1*, *Sox2*, *Utf1*, *Zfp42*, *Eras*, *Dppa5*, *Dnmt3l*, *Col18a1*, *Nodal* and *Gli2*) (Fig. 4D). This may indicate that they represent an earlier stage of development than the ysE and fetal liver samples. The pluripotency associated genes *Oct4* and *Rex1* are strongly down regulated during cystic EB differentiation (Fig. S1G), but with our analysis it cannot be distinguished if the expression of pluripotency markers at this level is characteristic of cystic EBs or due to a sub-population of undifferentiated cells. To further classify the endoderm of EBs in an unbiased transcriptome-wide way, we performed hierarchical clustering using genes that most strongly distinguish E12.5 ysE and fetal liver (3133 genes showing *P*<10^−^^3^) (Fig. S4E). 

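For the unbiased clustering, 5317 protein-coding RefSeq transcripts with an unadjusted p under 0.001 between E12.5 liver and E12.5 ysE were used, 2338 of them higher and 2979 lower in liver. With z-scored log2(RPKM + 1) and 1 - Pearson r, cystic EBs had a mean distance of 1.10 to liver and 1.43 to ysE. The ysE stages were 0.307 apart. The difference was -0.327 (SD 0.291 over the 4 cystic EB libraries), with -0.707 and -0.326 in clone A9 and -0.278 and 0.00168 in clone JN at d10 and d15. It changed sign without the single E12.5 ysE library (0.0281), without z-scoring (0.0932) and with Euclidean distance (0.0331). Without liver replicate A or B it was -0.677 or -0.712, and without E9.25 ysE replicate A or B it shrank to -0.0526 or -0.0411. Cystic EBs joined liver first, except that they joined ysE without z-scoring and without the E12.5 library. Over all 16258 transcripts with a mean of at least 1 RPKM the difference was -0.147.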

The resulting dendrogram showed a similar picture with samples clustering by tissue type, and cystic EBs clustering closer to fetal liver than ysE (Fig. 4E). In agreement with this, a direct comparison of expression patterns between cystic EBs and fetal liver showed a higher correlation (*r*^2^=0.79) than a direct comparison between cystic EBs and ysE (*r*^2^=0.74) (Figs. 4A and S4B). Together these results show that the expression profile of cystic EBs is more similar to fetal liver than ysE, indicating that the endoderm contained in cystic EBs resembles more embryonic definitive endoderm than extra-embryonic ysE.

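Cystic EBs and E12.5 liver had an r2 of 0.753, with 0.700 to 0.779 for single pairs of libraries (SD 0.028). This was above the r2 of cystic EBs with E12.5 ysE by 0.0375, close to the spread between libraries. Within the ScriptSeq libraries, which only clone A9 and liver share, it was 0.760, and for clone JN it was 0.715. The order did not change with a pseudocount of 0.1 (0.792), with transcripts of at least 1 RPKM (0.520) or with Spearman's rho squared (0.804). With E9.25 ysE, however, cystic EBs had an r2 of 0.810, above that with liver. This held for clone JN (0.815 and 0.715), which shares the protocol of E9.25 ysE. It did not hold for clone A9 (0.741 and 0.760), which shares that of liver. From the clusterings and the higher r2 with liver than with E12.5 ysE, the paper places the expression profile of cystic EBs nearer to liver than to ysE. It proposes that their endoderm is more like embryonic definitive endoderm than like ysE.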

### Cystic EBs have a different regulatory network than the yolk sac endoderm

Analysis of the imprinted expression pattern, epigenetic profile and transcriptome of cystic EBs indicates that they contain endoderm that is distinct from the ysE. In order to identify the genes and pathways that are responsible for this difference we performed a differential expression analysis comparing cystic EBs with ysE. Using the DESeq BioConductor package we identified 3674 RefSeq transcripts differentially expressed between E12.5 ysE and cystic EBs (FDR<1%) (Fig. S5A). 

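With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5794 of 24858 RefSeq transcripts differed between cystic EBs and E12.5 ysE at an FDR of 1%, 2688 higher and 3106 lower in cystic EBs. Against E9.25 ysE, 12500 differed at 5%, of which 6742 were higher in cystic EBs. The alternative that moved the first count most was a fit of only these groups, with 1916 transcripts. DESeq2 called 8603, and with each library left out edgeR called between 4600 and 6292. On simulated data, 200 transcripts were changed by a log2 fold change of at least 2 in size. The test recovered 15.5% of them against the single E12.5 library and 52% against E9.25 ysE, so even such changes were often missed. Far fewer transcripts changed there than were called in the data, which makes the adjustment stricter, so these shares may not carry over. The counts against E9.25 ysE depended on its 2 libraries, with 7793 transcripts without replicate A and 7603 without replicate B. Among called transcripts whose libraries did not overlap, Has2 and Myh7 rose most, with 117 ± 79.6 and 108 ± 92.3 CPM (counts over the summed counts of a library, without TMM scaling) in cystic EBs and 0 counts in E12.5 ysE, at least 1579-fold and 1451-fold higher. Apoh and Itih1 fell most, from 84.1 and 68.5 CPM in E12.5 ysE to 1 and 3 counts over all cystic EB libraries.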

Gene ontology (GO) analysis of deregulated genes using DAVID software showed a significant (EASE index <10^−3^, *P*<10^−3^) overrepresentation of transcription factors (GO:0003700), sequence-specific DNA binding (GO:0043565) and growth factors (GO:0008083) indicating that the two tissues have a different regulatory network (Fig. 5A). To identify genes that are most likely to be essential for ysE development, and also genes expressed in cystic EBs that may be antagonistic to ysE development, we filtered for those genes that are significantly (FDR<5%) differentially expressed between both ysE stages and cystic EBs, and are also significantly different between E12.5 ysE and fetal liver (Fig. S5E). This identified 274 genes that distinguish ysE E9.5 and E12.5 from cystic EBs and fetal liver, 156 differentially expressed higher in ysE, and 118 differentially expressed higher in cystic EBs (Fig. 5B, Table S1). These 156 genes that distinguish ysE from cystic EBs included the known ysE markers *Afp*, *Apoa2*, *Amn*, *Hnf4a* and *Apoc2*. 

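Transcripts past an FDR of 5% by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in all 3 comparisons, cystic EBs against E12.5 ysE, cystic EBs against E9.25 ysE and liver against E12.5 ysE, with one direction for ysE, numbered 5204. Of these, 2575 transcripts of 1959 genes were higher in ysE and 2629 transcripts of 1871 genes were lower. The comparisons share the cystic EB and E12.5 ysE libraries. The log2 fold changes of cystic EBs over both ysE stages had a correlation of 0.75 over transcripts, against a mean of 0.22 in 10 simulations of unchanged groups with these shared libraries. DESeq2 gave 6018 transcripts, and the count lay between 3820 and 5512 with each library left out.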

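Of the 5 ysE markers Afp, Apoa2, Amn, Hnf4a and Apoc2, 4 were lower in cystic EBs than in E12.5 ysE at an FDR of 1%, and 5 adjusted over the list alone. All 5 were lower in cystic EBs than in E9.25 ysE and in liver than in E12.5 ysE, by both adjustments at 5%. Apoa2 had 43.4 ± 50.6 RPKM in cystic EBs, 1412 in E12.5 ysE and 809 ± 92.5 in E9.25 ysE, with log2 fold changes of -5.36 (standard error 1.04, adjusted p = 0.00333) and -4.64 (standard error 0.94, adjusted p = 0.00304), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The first passed an FDR of 1% no longer without d15 replicate B (-5.19, adjusted p = 0.0118, edgeR with Benjamini-Hochberg adjustment). Amn had 5.67 ± 4.70 RPKM in cystic EBs, 115 in E12.5 ysE, 212 ± 52.8 in E9.25 ysE and 0.074 ± 0.006 in liver, with a log2 fold change of -4.74 between cystic EBs and E12.5 ysE (standard error 0.66, adjusted p = 0.000543, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In liver the calls of Afp (-4.24, adjusted p = 0.0470) and Apoc2 (-3.50, adjusted p = 0.0235) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were lost without liver replicate A (0.184 and 0.120) or B (0.126 and 0.0673), and that of Afp also without 5 other libraries (0.0612 to 0.0677).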

After this filtering step both the ysE and cystic EB gene sets still include a number of transcription factors and members of chromatin modifying complexes that may be involved in regulating tissue identity (Table S1).

Alternative splicing may result in isoforms that encode different protein products or that are differentially regulated by miRNAs, and has been suggested to affect differentiation and lineage commitment (Revil et al., 2010; Salomonis et al., 2010; Trapnell et al., 2010). Therefore, we compared ysE and cystic EBs to identify isoform differences that may contribute to their different cellular identity. A total of 8027 exons contained within 4192 Ensemble genes showed significant (FDR<5%) differential usage between ysE and cystic EBs (Fig. S5B). 

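Exon usage was analysed from read counts per exon part, the pieces into which overlapping exons of a gene are divided, which the authors made with the counting script of DEXSeq over Ensembl genes and deposited without normalization. They covered the 4 cystic EB libraries and E9.25 ysE replicate A, the other E9.25 file holding only zeros, so that ysE had 1 library. Counts on exon parts summed to 88158370 in ysE, 41824210 and 39434237 in clone A9 (ScriptSeq) at d10 and d15, and 80979027 and 91934342 in clone JN (dUTP). By edgeR's diffSpliceDGE on quasi-likelihood fits with Benjamini-Hochberg adjustment, 23 of 231290 exon parts in 11 genes differed in usage at 5%, all lower in cystic EBs, with 3669 at an unadjusted p under 0.05. Within the dUTP libraries, where 2 cystic EB libraries of clone JN were set against the ysE library, 703 parts in 361 genes differed, 468 of them higher in cystic EBs and 11 shared with the first set. With each cystic EB library left out, the number of parts was between 1 (without d10 replicate A) and 10 (without d10 replicate B). On simulated data 3% of 200 changed parts were recovered, so changes of usage were mostly not detectable with these libraries.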

To further study the complexity of splicing in the different tissues and identify novel transcripts, we performed *de novo* transcriptome assembly using Cufflinks (Trapnell et al., 2010). To reduce artefacts we filtered for spliced transcripts with a minimum length of 500 bp leading to the identification of 13,288 loci (containing 45,638 transcripts) in E12.5 ysE, 14,360 loci (containing 52,555 transcripts) in cystic EBs and 13,878 loci (containing 55,903 transcripts) in fetal liver (Fig. S5C). We observed an 85% overlap between the putative transcription start sites (5'ends) of *de novo* annotated ysE transcripts and H3K4me3 ChIP-seq peaks from E12.5 VYS (containing ysE and VYS mesoderm) indicating that our *de novo* assembly approach was valid (Fig. S5D). The *de novo* assemblies included 479 loci in ysE, 289 loci in fetal liver and 216 loci in cystic EB that have not been previously annotated in publicly available gene or EST databases (Fig. S5C). From the putative novel ysE loci, 198 out of 479 were not identified in cystic EBs. Consistent with the DEXSeq analysis of Ensembl genes (Fig. S5B), many *de novo* assembled loci showed different isoforms usage between ysE and cystic EBs. This is illustrated by the example of two genes known to play a role in endoderm development. HNF4A is a transcription factor involved in regulating the transcriptional program in diverse endoderm tissues. It is significantly differentially expressed, nearly 20 fold higher in E12.5 ysE compared to cystic EBs, while there is no significant expression difference between cystic EBs and E12.5 liver (Fig. 5B, Table S1). Additionally, *de novo* assembly and differential exon usage analysis indicated that while the canonical *Hnf4a* isoform was present in ysE, cystic EBs had a longer form with an alternative exon 1 and TSS (Fig. 5C). 

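Hnf4a (NM_008261, chromosome 2 of mm10, 163506811 to 163572907) had 109 RPKM in E12.5 ysE (1 library), 92.8 ± 7.97 in E9.25 ysE (n = 2), 6.40 ± 2.71 in cystic EBs (n = 4) and 12.8 ± 1.70 in liver (n = 2). By edgeR it was 21.8-fold higher in E12.5 ysE than in cystic EBs, a log2 fold change of -4.45 in cystic EBs (standard error 0.49, adjusted p = 0.000164, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against E9.25 ysE the log2 fold change was -4.30 (standard error 0.44, adjusted p = 8.81e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both held with each library left out in turn. Cystic EBs were also below liver, by a log2 fold change of -1.32 (standard error 0.42, adjusted p = 0.0294, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost without d15 cystic EB replicate B (-1.19, adjusted p = 0.0737 in edgeR with Benjamini-Hochberg adjustment), without liver replicate A (-1.43, 0.0818) or B (-1.20, 0.141), and with library protocol as a covariate (-0.87, 0.0571), in a range of 0.00925 to 0.141 over the alternatives.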

Although this difference may or may not affect the protein sequence and molecular function of this important endoderm transcription factor, indicating that it is regulated differently and may thus also explain the significant difference in expression level between the tissues. PRDM14 is a transcription factor involved in early development and pluripotency that is expressed in primordial germ cells, the inner cell mass and ES cells and has been linked to the regulation of their unusual epigenetic state by DNA demethylation *via* the TET pathway (Okashita et al., 2014). Additionally, it has been shown to block mouse ES cells from differentiating down the extra-embryonic endoderm lineage *in vitro* (Salomonis et al., 2010). *Prdm14* was expressed in cystic EBs consistent with the role of PRDM14 as a suppressor of extra-embryonic endoderm differentiation, and our results indicating that cystic EBs contain embryonic, and not extra-embryonic endoderm, although we cannot exclude that at least part of this expression comes from remnant undifferentiated cells as indicated by expression of other pluripotency markers in cystic EBs (Fig. S1G). However, we were surprised when we also detected robust *Prdm14* expression in both E9.25 and E12.5 ysE. 

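Prdm14 (NM_001081209, chromosome 1 of mm10, 13113428 to 13127163) had 0.804 ± 0.512 RPKM in cystic EBs (n = 4), with 0.396 and 0.553 in clone A9 and 1.54 and 0.721 in clone JN at d10 and d15. In liver 3 counts were found over both libraries, against 65 to 461 counts in single cystic EB libraries.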

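In E12.5 ysE, Prdm14 had 2.02 RPKM from 226 counts in the single library, and in E9.25 ysE 0.480 ± 0.131 RPKM (n = 2). Neither stage differed from cystic EBs, with log2 fold changes in cystic EBs of -1.69 against E12.5 (standard error 0.81, adjusted p = 0.125) and 0.30 against E9.25 (standard error 0.70, adjusted p = 0.733), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without d10 cystic EB replicate B the latter changed sign (-0.24, adjusted p = 0.756 in edgeR with Benjamini-Hochberg adjustment, range over the alternatives 0.321 to 0.971). The E12.5 library was not stranded, so reads of antisense RNA would have been counted too.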

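Prdm14 (ENSMUSG00000042414) is divided into 8 exon parts in the authors' counts, which number them without positions. Which parts are the last 3′ exons was therefore not checked. Reads on them were compared between E9.25 ysE replicate A and the cystic EB libraries. In ysE, 1 of 179 Prdm14 reads lay in parts 4 to 8, a share of 0.559% (95% Wilson interval 0.0987% to 3.10%, which covers counting error only). In cystic EBs of clone A9 the shares were 44.1% (30 of 68 reads, 32.9% to 55.9%) at d10 and 48.8% (41 of 84, 38.4% to 59.3%) at d15. In clone JN they were 61.03% (285 of 467, 56.5% to 65.3%) and 52.5% (126 of 240, 46.2% to 58.7%). The interval of the ysE library overlapped none of the others. It is 1 library, so its spread between replicates is not known. In the test of exon usage the largest difference was that of part 7, with a log2 fold change of 5.89 in cystic EBs (adjusted p = 0.76) from edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment. It passed 5% only with protocol as a covariate, a model chosen after the data were seen (5.96, adjusted p = 0.0254, edgeR with Benjamini-Hochberg adjustment), and not within the dUTP libraries (6.21, adjusted p = 0.18).

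**Figure D2:**
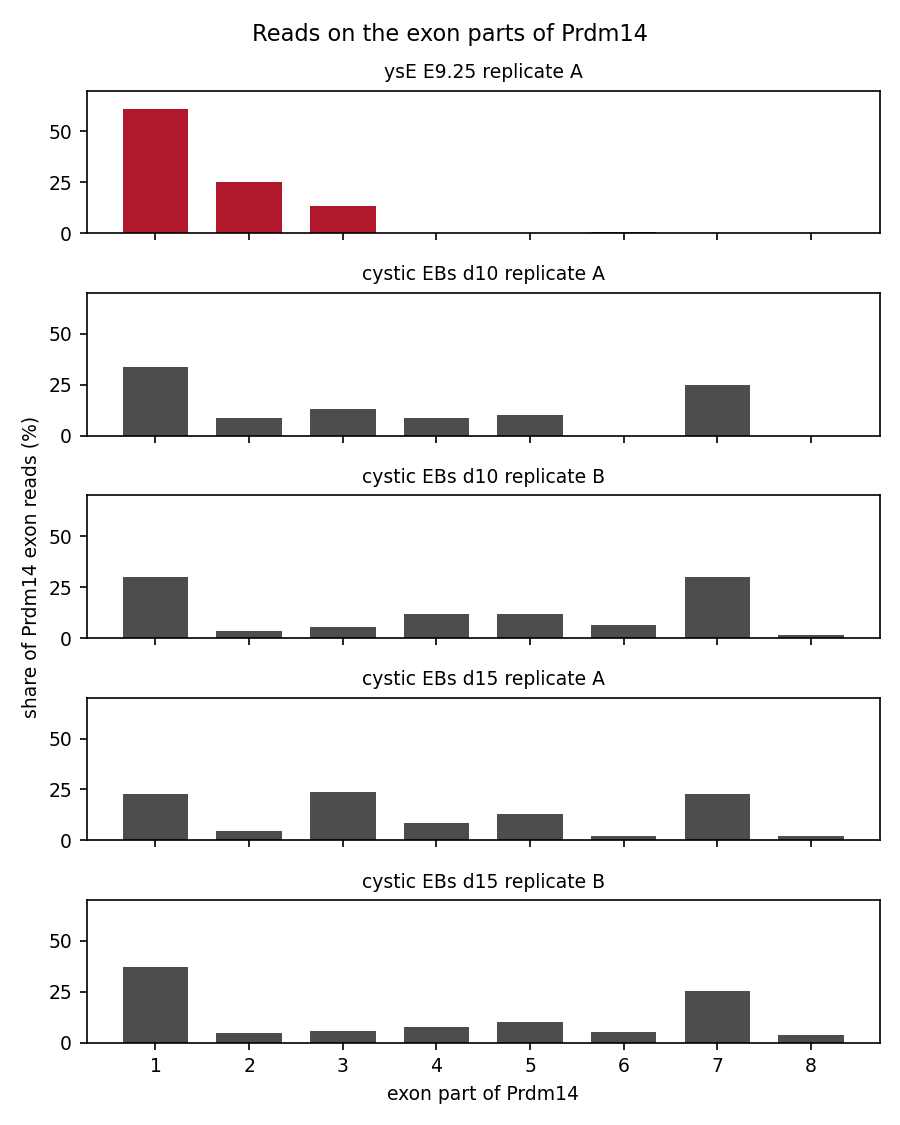
Share of the Prdm14 exon reads in percent (y axis) in each of exon parts 1 to 8 (x axis), in a panel per library, for E9.25 ysE replicate A (red) and the 4 cystic EB libraries (grey). Reads of ysE lie in parts 1 to 3 with 1 read beyond, while 44.1% to 61.03% of those of cystic EBs lie in parts 4 to 8.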

*De novo* assembly and differential exon usage analysis showed that while cystic EBs expressed the canonical form of *Prdm14*, an alternative promoter was used in ysE to express an isoform that included only the last four 3' exons. An H3K4me3 ChIP-seq peak from E12.5 VYS overlapped the 5' end of the predicted transcript confirming use of an alternative promoter (Fig. 5D). 

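H3K4me3, a histone mark of active promoters, was profiled by native ChIP-seq in 1 pooled sample of 20 E12.5 VYS from 2 litters, and the authors called 22332 peaks with MACS against an input library. A peak on chromosome 1 of mm10 from 13117704 to 13119428 (1725 bp) lay inside Prdm14, 4276 bp from its lower and 7735 bp from its upper coordinate. Its MACS score, -10 log10 of the p of the peak as given by the authors, was 789.23, higher than 48.9% of all peaks. The sample has no replicate. From the de novo assembly and exon usage, and from the overlap of this peak with the start of the assembled transcript, the paper concludes that ysE uses an alternative promoter.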

Possible translational start sites for all 3 open reading frames are present at the start or slightly upstream of the detected expression including a putative ~200 amino-acid sequence in frame with the known PRDM14 isoform. However, the ysE specific isoform would lack the N terminal and a part of the PR domain essential for the interactions with TET proteins (Okashita et al., 2014) indicating that if this isoform is biologically active its mode of action will differ from the canonical isoform. In summary, the large number of differentially expressed genes between ysE and cystic EBs are enriched for regulators of transcription, plus differential isoform usage between the tissues including important regulators of endoderm identity, indicating that cystic EBs have a regulatory network distinct from ysE.

## Discussion

The regulation of imprinted expression in extra-embryonic lineages appears to differ from embryonic lineages, but investigation of the mechanism is limited by the lack of a validated *in vitro* cell differentiation system that mimics the development of EXEL tissues. The differentiation of mouse ES cells into cystic EBs has been reported to form structures analogous to the VYS of a mid-gestation embryo that includes the ysE extra-embryonic lineage. Therefore, we investigated if cystic EBs could be used to model EXEL specific imprinted expression as seen in ysE (Hudson et al., 2011). We developed a protocol that allowed efficient differentiation of ES cells into cystic EBs that reproduced the reported morphology and marker expression. However, we report here that cystic EBs do not show EXEL specific imprinted expression but instead resemble embryonic lineages in their imprinted expression pattern. Furthermore, our WGBS DNA methylation and transcriptome analysis indicates that cystic EBs contain embryonic definitive endoderm rather than ysE, explaining the observed imprinted expression pattern.

### Cystic EBs provide a reliable model of ML imprinted expression

Differentiation of ES cells into different lineages provides valuable *in vitro* models of development that are amenable to experimental manipulation, enabling more rapid and cost effective testing of hypotheses than in animal models. Previously, ES differentiation into monolayers, standard EBs (hanging drop culture) and the neuronal lineage have been reported to recapitulate the developmental dynamics of imprinted expression for individual ML imprinted genes (Kohama et al., 2012; Latos et al., 2009; Meng et al., 2012; Wood et al., 2010). Here all tested ML genes showed imprinted expression in cystic EBs, demonstrating that differentiation into cystic EBs provides a robust model of ML imprinted expression that can be used in future studies.

### Cystic EBs show an embryonic rather than an extra-embryonic epigenetic state

Cystic EBs have been reported to contain a cell layer resembling the extra-embryonic ysE (Abe et al., 1996; Doetschman et al., 1985; Kurosawa, 2007; Yasuda et al., 2009). Therefore, it was expected that cystic EBs would show an epigenetic state similar to that seen in the extra-embryonic ysE. However, we found that cystic EBs do not show EXEL-specific imprinted expression, an epigenetic hallmark of extra-embryonic lineages (Hudson et al., 2011). Moreover, cystic EBs showed a relatively high level of DNA methylation, both globally and on specific genic and repeat elements, that was similar to embryonic liver, and distinct from extra-embryonic ysE, which showed relatively low DNA methylation levels. This shows that ysE is globally hypomethylated as shown for the extra-embryonic placenta (Popp et al., 2010). Related to this, in comparison to embryonic tissues and cystic EBs, the ysE showed high expression of IAPEz repeats as seen in placenta, and high expression of the genome defense gene *Tex19.1* that is known to suppress expression of LINEs expression in placenta where they are lowly methylated (Reichmann et al., 2013). Thus our data indicate that, contrary to expectation, cystic EBs have an embryonic-like rather than extra-embryonic epigenetic state. Although mouse ES cells are derived from E3.5 embryos prior to the differentiation of the primitive endoderm, they have been suggested to resemble a later stage of epiblast development where differentiation down the primitive endoderm lineage leading to the ysE may no longer be possible. In agreement with this ES cells injected into a blastocyst or morula contributed to the extra-embryonic lineages at a very low frequency (Beddington and Robertson, 1989) or did not contribute at all (Lallemand and Brulet, 1990). Contribution of ES cells to the extra-embryonic lineages may be improved by culturing in 2i media plus LIF and then selecting cells positive for the extra-embryonic endoderm marker *Hhex* for injection into blastocysts, although contribution to ysE was still extremely low (Morgani et al., 2013). Early embryos also show imprinted X-inactivation that is retained in extra-embryonic lineages, but lost in the epiblast that undergoes random X-inactivation. Consistent with an epiblast identity, female ES cells undergo random X-inactivation upon differentiation (Murakami et al., 2011). This has been confirmed in the endoderm layer of cystic EBs, showing that cystic EBs lack this epigenetic hallmark of extra-embryonic tissues (Sado et al., 1996). These reports together with our results indicate that cystic EBs have an embryonic epigenetic phenotype.

### Cystic EBs contain definitive endoderm rather than yolk sac endoderm

Cystic EBs have a VYS-like bilaminar morphology and were thought to contain ysE typical of E10–E13.5 (Abe et al., 1996; Doetschman et al., 1985), but our analysis of their epigenetic state indicates that they represent an embryonic tissue type. Gene ontology analysis, the large number of differentially expressed genes and differentially used splice variants confirmed that cystic EBs are a tissue distinct tissue from ysE. We showed by hierarchical clustering of both DNA methylation and gene expression patterns that cystic EBs cluster closer to the definitive endoderm tissue embryonic liver than the ysE. As a mixed tissue that contains other cell types in addition to endoderm, it was not expected that cystic EBs would be identical to either embryonic liver or ysE, but these global analyses do indicate the type of endoderm that they contain. The lack of *Sfmbt2* imprinted expression, which only shows imprinted expression in both embryonic and extra-embryonic lineages prior to E7.5, indicates that cystic EBs represent a later developmental stage. Most reported endoderm marker genes are expressed in more than one type of endoderm during development making it difficult to precisely classify the developmental stage of the endoderm contained in cystic EBs. However, cystic EBs do show expression of definitive endoderm markers such as *Lefty1* and *Pyy*, while the expression of *Cer1* and *Hesx1* and faint expression of *Otx1* indicates similarity with the developing foregut endoderm (Zorn and Wells, 2009). This is consistent with the formation of contracting cardiomyocytes in cystic EBs, which *in vivo* are induced by foregut endoderm and begin their pulsating action post E8.25, indirectly indicating the identity of the endoderm present in cystic EBs (Pal and Khanna, 2005; Zorn and Wells, 2009). These data all indicate that cystic EBs contain endoderm similar to embryonic endoderm around E8.5.

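Hesx1 had 0.927 ± 0.896 RPKM in cystic EBs, 0.0365 ± 0.011 in E9.25 ysE and 0.362 ± 0.156 in liver, and 1 count in E12.5 ysE. The log2 fold change in cystic EBs was 4.17 over E9.25 ysE (standard error 1.01, adjusted p = 0.00759), a call lost without E9.25 replicate A (0.0646) or B (0.0540), and it did not differ from liver (1.05, adjusted p = 0.316), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. D10 replicate B alone stood apart from the other cystic EB libraries. Cer1 had 0.622 ± 0.556 RPKM in cystic EBs and 0 counts in E9.25 ysE, where a floor of 3 counts over the group makes cystic EBs at least 119.6-fold higher, and it was above liver (4.32, standard error 1.24, adjusted p = 0.0214, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without liver replicate A (0.121) or B (0.101). Pyy was counted in 3 of the 4 cystic EB libraries, with a mean of 1.72 ± 1.29 RPKM. Otx1 had 0.073 ± 0.023 RPKM in cystic EBs, which did not differ from the 0.061 ± 0.048 in E9.25 ysE (-0.18, adjusted p = 0.857, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 counts in E12.5 ysE and 2 in liver.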

## Conclusions

Here we use analysis of imprinted expression, together with methylome and transcriptome analysis to show that extra-embryonic yolk sac endoderm (ysE) has an epigenetic state similar to that reported for extra-embryonic placenta. In contrast cystic EBs previously reported to contain ysE, display an embryonic epigenetic state and contain embryonic rather than extra-embryonic endoderm, thus they cannot be used as a model of extra-embryonic tissues as previously suggested (Abe et al., 1996; Doetschman et al., 1985; Kurosawa, 2007; Yasuda et al., 2009). However as we show here, EBs do offer a robust *in vitro* model for the analysis of ML imprinted expression, adding to previous reports that EB differentiation can model important developmental processes including cardiomyocyte development and haematopoiesis (Dang et al., 2002; Doetschman et al., 1985; Pal and Khanna, 2005). While our results do not exclude that EB differentiation may be directed down the primitive endoderm lineage leading to ysE, for example by overexpression of GATA factors (Fujikura et al., 2002), our RNAseq expression data shows that cystic EBs highly express factors associated with visceral endoderm specification such as *Gata4, Gata6, Bmp4* and *Hhex* (Artus et al., 2012; Fujikura et al., 2002; Morgani et al., 2013). Thus, either these factors are insufficient under the conditions used here or cystic EBs may expresses genes that are antagonistic to ysE development. 

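Gata4 had 12.1 ± 5.27 RPKM in cystic EBs, 2.86 in E12.5 ysE, 7.25 ± 0.81 in E9.25 ysE and 1.94 ± 0.12 in liver. It was higher in cystic EBs than in liver (log2 fold change 2.32, standard error 0.43, adjusted p = 0.00223), did not differ from E9.25 ysE (0.30, adjusted p = 0.532), and did not pass an FDR of 1% against E12.5 ysE (1.73, adjusted p = 0.0340), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although it did in DESeq2 (0.00810). Gata6 had 9.66 ± 3.43 RPKM in cystic EBs, against 1.45 in E12.5 ysE and 2.07 ± 0.33 in E9.25 ysE, with a log2 fold change of 2.38 over the former (standard error 0.52, adjusted p = 0.00568, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was lost without 5 libraries in turn (0.0103 to 0.0112). Bmp4 had 8.10 ± 3.00 RPKM in cystic EBs, 0.686 in E12.5 ysE, 0.616 ± 0.110 in E9.25 ysE, 0.828 ± 0.501 in liver and 17.9 ± 0.52 in VYS mesoderm. Its log2 fold change was 3.26 over E9.25 ysE (standard error 0.49, adjusted p = 0.000619, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hhex had 1.32 ± 0.52 RPKM in cystic EBs, above 0.092 in E12.5 ysE (log2 fold change 3.48, standard error 0.68, adjusted p = 0.00343) and below 6.11 ± 0.69 in liver (-2.53, standard error 0.36, adjusted p = 0.000582), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.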

The genomic data presented here from two developmental stages of ysE, which in contrast to placenta studies contains a homogenous EXEL cell population, together with fetal liver and cystic EBs, a widely used developmental model, provides a valuable resource to the epigenetic and developmental community for further investigations.

## Figures and Tables

**Fig. 1:**
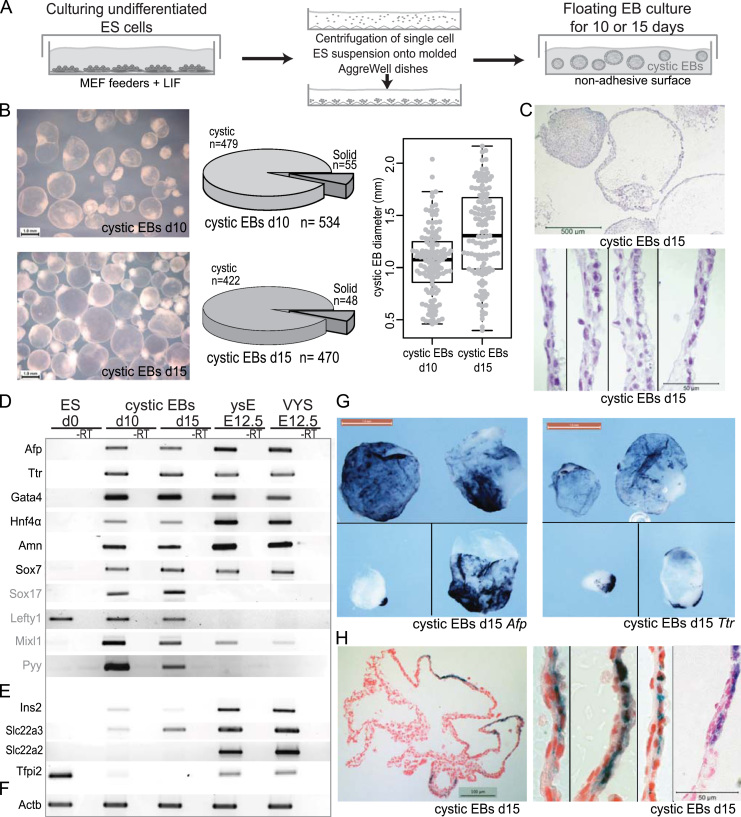
Cystic embryoid bodies (EBs) express a subset of endoderm markers and have a membrane-like morphology. (A) The protocol used to differentiate ES cells into cystic EBs. (B) Left: light microscope image of cystic EBs (scale bar: 1 mm) differentiated for 10 (d10) and 15 (d15) days. Middle: the relative abundance of cystic and solid EBs at d10 and d15. Right: the diameter of cystic EBs at d10 and d15. (C) Histological section of d15 cystic EBs stained with haematoxylin and eosin showing their characteristic organization with a solid node of cells localized to one end and an outer bi-laminar layer containing columnar epithelium (scale bar top: 500 µm, bottom: 50 µm). (D) RT-PCR shows that general endoderm markers (black font) and specific anterior and definitive endoderm markers (gray font) are robustly detected in cystic EBs, but the latter markers are not found in E12.5 visceral yolk sac endoderm (ysE) or visceral yolk sac (VYS) (ES d0: undifferentiated ES cells). (E) RT-PCR shows that four extra-embryonic lineage (EXEL) specific imprinted genes are either lowly expressed (*Slc22a3*, *Ins2*) or not detectable after 40 PCR cycles in d10/d15 cystic EBs, whereas they are robustly expressed in ysE and VYS. With the exception of *Tfpi2*, ES d0 cells also do not express the EXEL genes tested. (F) Control actin RT-PCR. (G) Whole mount *in situ* hybridization (WISH) detects the expression of endoderm markers *Afp* and *Ttr* in cystic EBs (scale: 1 mm). (H) Histological sections of WISH stained cystic EBs localize *Afp* and *Ttr* expression to the outer columnar epithelium layer (scale left: 100 µm, right: 50 µm).

**Fig. 2:**
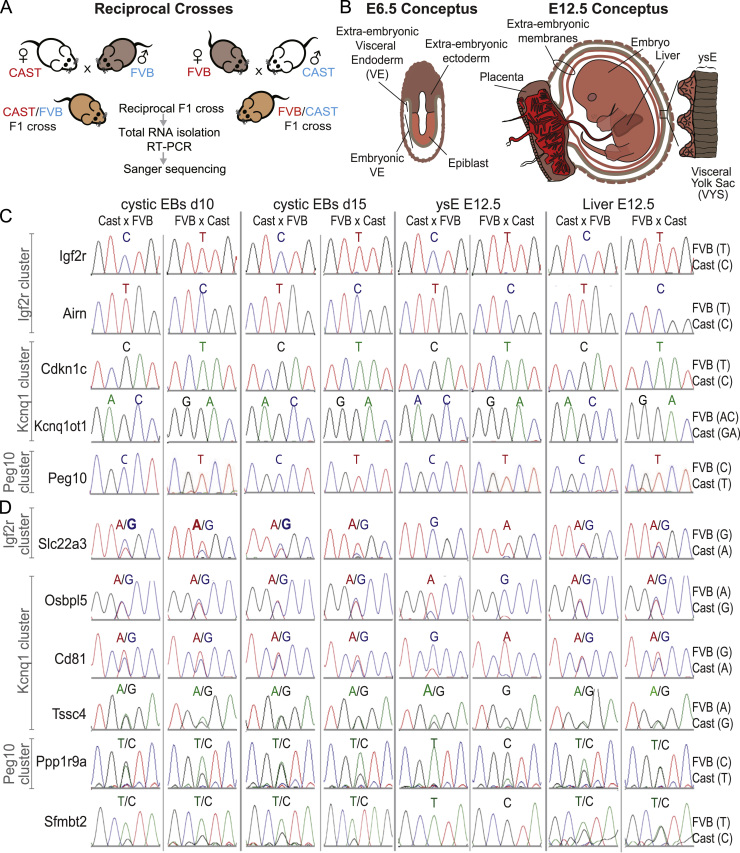
Cystic EBs show multi-lineage (ML) but not extra-embryonic lineage (EXEL) specific imprinted gene expression. (A) The breeding scheme used to obtain reciprocal crosses between the FVB/N (FVB) and CAST/EiJ (CAST) mouse strains for imprinted expression analysis using single nucleotide polymorphisms (SNPs). (B) Embryos at E6.5 and E12.5 indicating embryonic and extra-embryonic tissues (VYS diagram adapted from Hudson et al. (2011)). (C) The ML imprinted genes *Igf2r*, Cdkn1c (maternally-expressed), and *Kcnq1ot1, Airn*, *Peg10* (paternally-expressed) that represent 3 out of 4 imprinted clusters that contain EXEL genes, show the expected reciprocal imprinted expression pattern in cystic EBs, E12.5 yolk sac endoderm (ysE) and E12.5 fetal liver. The expressed SNP is shown above each Sanger sequencing chromatogram, FVB and CAST alleles are indicated on the right. (D) The EXEL genes *Osbpl5*, *Cd81*, *Tssc4*, and *Ppp1r9a* from the *Kcnq1* and *Peg10* imprinted clusters show biallelic expression in cystic EBs. The solo EXEL gene *Sfmbt2* shows a strain bias between FVB and CAST so biallelic expression in cystic EBs was validated in B6/129 ES cells (Fig. S2B). The *Slc22a3* EXEL gene from the *Igf2r* cluster shows a reciprocal bias in cystic EBs with very low expression requiring 40 PCR cycles and multiple reactions to acquire enough DNA for sequencing. Each EXEL gene shows imprinted expression in E12.5 ysE and biallelic expression in E12.5 fetal liver. SNPs are displayed above the chromatograms with a single base indicating robust imprinted expression, both SNP bases indicating biallelic expression, and both SNP bases with one in bolded font indicating biased expression. The maternal allele is written on the left.

**Fig. 3:**
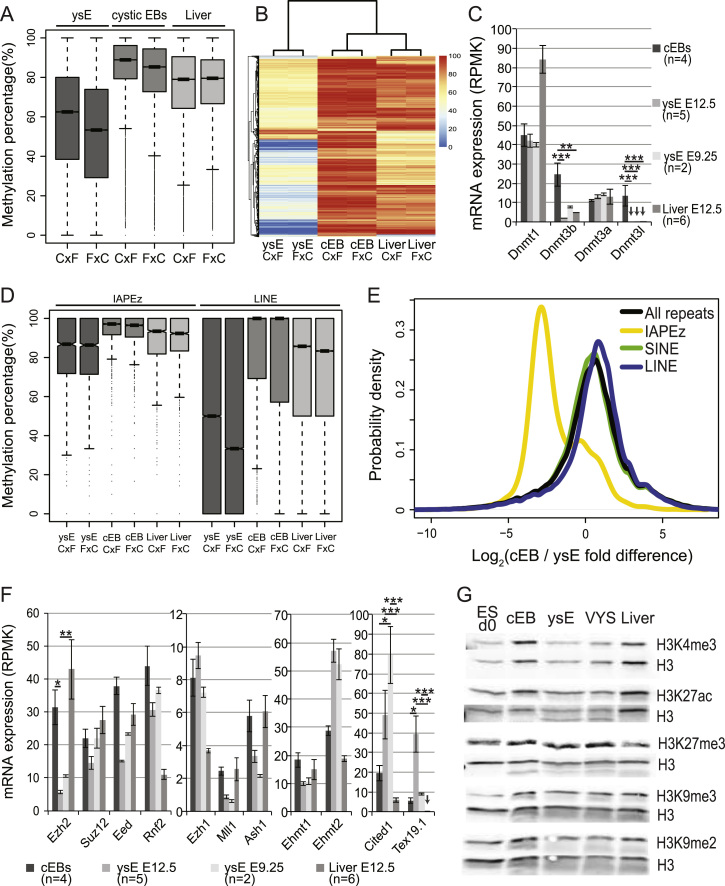
Cystic EBs lack epigenetic features of visceral yolk sac endoderm. (A) Global DNA methylation in E12.5 yolk sac endoderm (ysE) is lower than in d15 cystic EBs, which shows greater similarity with the DNA methylation level of E12.5 fetal liver. Whole genome bisulfite sequencing (WGBS) data was analyzed using 5 kb windows across the genome. Box plots show the range of DNA methylation for each tissue indicating the median and the interquartile range (IQR). (B) Cystic EBs (d15) cluster closer to E12.5 fetal liver than E12.5 ysE by DNA methylation levels. Hierarchical clustering was done using 5 kb windows (*n*=4996) that showed the greatest similarity between replicates, but differed with at least one other tissue (details in Supplementary materials). (C) *De novo* DNA methyltransferases *Dnmt3b* and *Dnmt3l* are more highly expressed (reads per kilobase per million reads (RPKM)) in RNA-seq data from cystic EBs than in E9.5, 12.5 ysE and fetal liver. (D) IAPEz repeats are highly methylated, but show a lower level of DNA methylation in E12.5 ysE compared to d15 cystic EBs, which show levels more similar to E12.5 fetal liver. LINE repeats are less methylated, but show a similar pattern with E12.5 ysE showing a lower level of DNA methylation than d15 cystic EBs, which show levels more similar to fetal liver. Box plots (shaded as in 3A) show the percentage of methylation for each sample indicting the median and IQR. (E) E12.5 ysE expresses IAPez repeats at a higher level than cystic EBs, while SINEs, LINEs, and all repeats show no difference in expression. The Kernel density plot displays the probability of repeats showing different expression in these two tissues (*x*-axis: log_2_ fold difference in expression, negative values represent overexpression in E12.5 ysE, positive values represent overexpression in cystic EBs). (F) The expression of selected genes from chromatin modifying complexes from RNA-seq data. (G) No difference in the global level of histone modifications was detected by Western blot analysis for H3K4me3, H3K27ac, H3K27me3, H3K9me3 and H3K9me2 histone modifications in undifferentiated ES cells, cystic EBs d15, E12.5 ysE, E12.5 total VYS and E12.5 fetal liver. A pan-H3 antibody is provided below each of the modifications as a loading control. Error bars in (C) and (F) show the standard error of the mean (*P≤0.05, **P≤0.01, and ***P≤0.001).

**Fig. 4:**
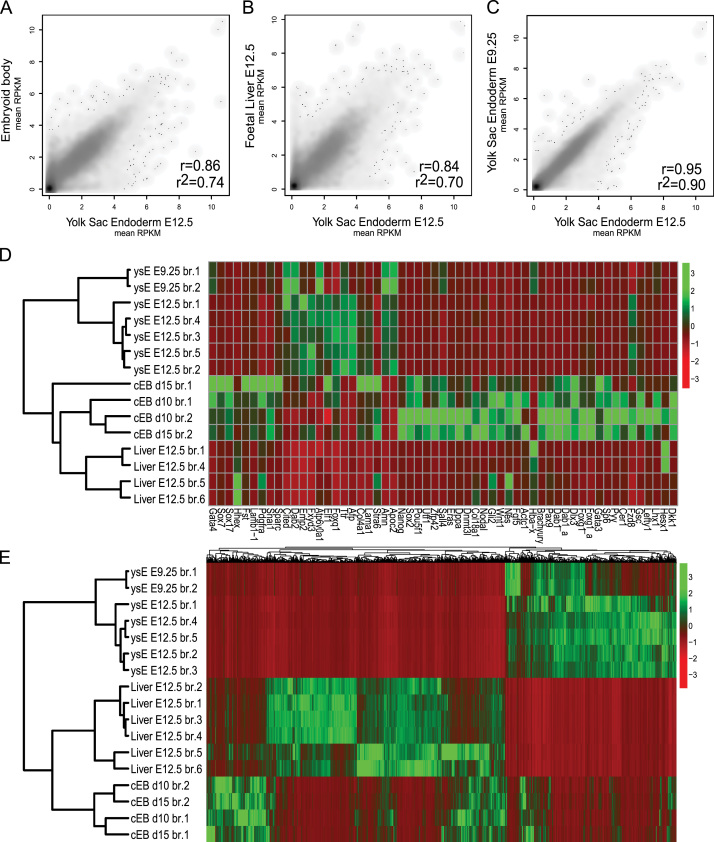
Transcriptome analysis shows that cystic EBs resemble fetal liver more than yolk sac endoderm. (A–C) Scatter plots comparing mean RPKM values from RNA-seq of yolk sac endoderm (ysE) and cystic EBs shows a weak correlation (left: *r*^2^=0.74), more similar to distantly related tissues such as E12.5 yolk sac endoderm and E12.5 fetal liver (middle: *r*^2^=0.70), than to closely related E12.5 and E9.25 yolk sac endoderm (right: *r*^2^=0.90). *r* is the Pearson coefficient of correlation. (D) Supervised clustering by expression of selected developmental markers shows a high similarity in expression patterns of ysE from two developmental stages (E12.5 and E9.25), while the expression pattern of cystic EBs clusters closer to the expression pattern of E12.5 liver. (E) Unsupervised classification by all RefSeq protein coding genes that show a highly significant (*P*<10^−3^) difference in expression between E12.5 fetal liver and E12.5 ysE (Fig. S4E), showed that cystic EBs cluster closer to fetal liver than to ysE. Hierarchical clustering for (D) and (E) detailed in Supplementary materials.

**Fig. 5:**
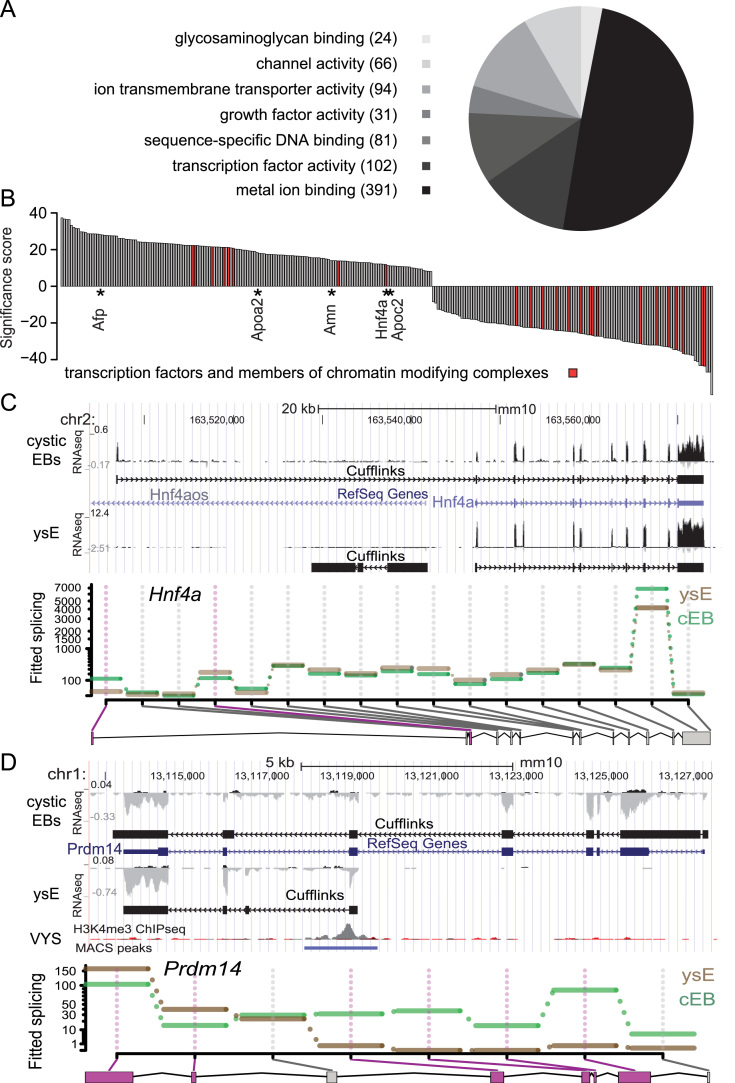
Cystic EBs have a different regulatory network than the yolk sac endoderm. (A) Pie chart representation of gene ontology (GO) analysis of differentially expressed genes between E12.5 ysE and cystic EBs. Significantly differentially expressed genes detected with a FDR of 1% were analyzed using DAVID (Huang et al., 2009). Over represented GO groups/terms (based on an EASE score <10^−3^) are listed. (B) Genes that show significant differential expression between both developmental stages of ysE (E9.25 and E12.5) and cystic EBs and E12.5 liver are plotted (272 genes, FDR<5%, Fig. S5E). To indicate the direction of differential expression, genes expressed higher in E12.5 ysE are displayed as positive (156 genes) and higher in cystic EBs as negative (118 genes) log_2_* P* values (Table S1). Members of chromatin modifying complexes and transcription factors are highlighted in red. Transcripts that were previously published as markers of ysE are marked with an asterisk. (C) E12.5 ysE expresses the RefSeq annotated shorter isoform of the endoderm specific regulator *Hnf4a*, while cystic EBs use an alternative promoter to express a longer form that includes a new first exon. Top: UCSC genome browser screenshot showing the RNA-seq tracks and *de novo* annotation using Cufflinks in cystic EBs and E12.5 ysE (black). Bottom: DEXSeq differential exon usage analysis shows significant differential first exon usage. (D) A novel isoform of the *Prdm14* transcription factor distinguishes cystic EBs and E12.5 ysE. Top: A UCSC genome browser screenshot showing RNA-seq for cystic EBs and E12.5 ysE, Cufflinks *de novo* annotation for both tissues (black), H3K4me3 ChIP-seq for E12.5 VYS (gray, input red) and significant H3K4me3 peaks called using the MACS program. The novel *Prdm14* isoform in ysE is supported by a H3K4me3 peak in VYS indicating a novel promoter for this gene. Bottom: DEXSeq differential exon usage analysis shows a significant differential isoform expression between E12.5 ysE and cystic EBs.

How the deposited data were processed for this re-analysis (not part of the article)

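RNA-seq, repeat expression, exon usage, bisulfite sequencing and H3K4me3 ChIP-seq of ysE, VYS mesoderm, fetal liver and cystic EBs were analysed from the processed files that the authors deposited. Samples were assigned to tissue, stage, clone and replicate from the labels of the deposit and the text of the paper only, never from measured values.

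For gene expression, the authors aligned the reads with GSNAP and deposited counts per RefSeq transcript, without normalization, and RPKM values, both made with RSeQC and custom scripts; which reads make up the library size behind the RPKM is not stated in the paper's text. The table held 30455 transcripts, 26903 of them protein-coding and 3552 non-coding, of 23337 gene symbols, and coordinates on mm10 were attached to 29809. Counts summed over transcripts were 52105966 (d10 A), 96882725 (d10 B), 47818368 (d15 A) and 110465060 (d15 B) in cystic EBs, and those of the other libraries are given beside the expression results. The 10 most abundant transcripts held 4.45% to 17.5% of the counts of a library, most in E12.5 ysE, where Afp alone held 7.91%. The ribosomal transcript Rn45s held 0.484% to 7.35%, most in d15 replicate A.

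Exon-part counts were made by the authors with the counting script of DEXSeq and deposited without normalization for 360776 parts of 37955 genes. One E9.25 ysE file held only zeros and was left out, so the exon test set 4 cystic EB libraries against 1 ysE library. For repeats the authors deposited read counts per RepeatMasker element outside genes, 2634743 elements of 1234 names, 6085 of them IAPEz, in 6 dUTP libraries. Comparisons of IAPEz with E12.5 ysE and liver were planned and could not be run on this table. For bisulfite sequencing, the authors deposited the percent methylation and the number of reads per CpG and strand, called with BisSNP. CpG calls numbered 4190863 and 3728717 in ysE, 4193099 and 5111549 in liver and 5542839 and 4532913 in cystic EBs (CxF and FxC), a median of 1 read each. For H3K4me3 the authors deposited peaks with the MACS score, -10 log10 of the p-value against input. CpG islands and chromosomes X, Y and 19 of the bisulfite data were not analysed here, and chromosome 13 had only 0 to 13 calls per library.

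Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and with DESeq2 1.42.0 as the other tool. Transcripts were filtered with filterByExpr, libraries scaled with TMM (factors 0.766 to 1.21), and 5 groups fitted with a quasi-likelihood model. The biological coefficient of variation was 0.3995 over all groups and 0.5265 between the cystic EB libraries when days were compared. P-values were adjusted by the Benjamini-Hochberg method. Liver and E12.5 ysE were compared at an unadjusted p of 0.001 over protein-coding transcripts for the clustering, and at an FDR of 5% elsewhere. Exon usage was tested with edgeR's diffSpliceDGE. All other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Correlations across transcripts used log2(mean RPKM + 1), and r2 is the square of Pearson's r. Methylation was the share of methylated reads over a feature with at least 5 reads, in 5 kb windows, elements, promoters and gene bodies. The annotation used gives no strand. A promoter was therefore placed at the end of a protein-coding gene within 1 kb of an H3K4me3 peak, for the 11576 genes with such a peak at 1 end only, and reached 1 kb to either side. Promoters without this mark in VYS are left out by this choice, which may lower promoter methylation in ysE against the other tissues.

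Named genes were fixed by a rule before the data were examined: every gene the paper names with RNA-seq results, the 2 largest changes in each direction without overlap between libraries, Xist and 4 Y-linked genes, and the imprinted genes of the paper. A gene is represented by its transcript with the highest mean count. A fold against a group with no count in any library is a lower bound against a floor of 3 counts over the group, with counts divided by the library's summed counts and not TMM scaled (the same holds for the CPM of the largest changes, while the CPM of single libraries in the closing section are TMM scaled), and where a group had 1 to 3 counts no fold is given. Several genes are on more than 1 list, namely Dnmt3l (methyltransferase, pluripotency), Cited1 (chromatin, VE), Afp and Apoc2 (VE, ysE), Gata6 (early endoderm, regulators), Gata4, Hhex and Hesx1 (figure markers, regulators), Amn (figure markers, ysE) and Hnf4a (ysE, regulators).

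Of the 8 developmental regulators, 3 were higher and 1 lower in cystic EBs than in E12.5 ysE, 4 higher and 1 lower than in E9.25 ysE, and 5 higher and 2 lower than in liver, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with equal counts adjusted over the list alone. Among the 23 further markers of Fig. 4D, 9 were higher and 1 lower than in E12.5 ysE (10 and 2 adjusted over the list alone), 13 higher and 2 lower than in E9.25 ysE (14 and 2), and 16 higher and 2 lower than in liver (18 and 2). Of 10 mesoderm genes, 6 were higher than in E12.5 ysE and 5 higher than in E9.25 ysE by either adjustment, and 3 higher and 1 lower than in liver (2 and 1). All 10 had a mean of at least 1 RPKM in cystic EBs and in VYS mesoderm, 8 in liver and in E9.25 ysE and 4 in E12.5 ysE, so the list is not specific. Of 6 abundant fetal liver genes all were lower in cystic EBs than in liver by either adjustment, and 2 were lower than in E12.5 ysE (1 higher and 2 lower adjusted over the list alone). Among Xist and the Y-linked genes, 1 was lower than in E12.5 ysE, 1 than in E9.25 ysE and 2 than in liver.

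Each of 143 alternatives chosen in advance changed 1 choice at a time, among them the normalization, the tool, the filter on low counts, the pseudocount, the read minimum, the window size, the distance measure and the library left out. Replicate letters pair only the d10 and d15 cystic EBs, which come from one clone. The difference between replicates A and B correlated at 0.64 over transcripts between these days, against -0.09 to 0.17 for other pairs of groups, so a replicate block is reported as an alternative. In this block the single E12.5 ysE library, which has no letter, was placed with replicates A. Calls against E12.5 ysE that change with the block rest on that placement and decide nothing.

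The steps were tested on simulated data built from the observed means and spread. With 200 changed transcripts, edgeR recovered 15.5% for cystic EBs against E12.5 ysE, 52% against E9.25 ysE and 56% against liver, and of 181 it recovered 40.3% for liver against E12.5 ysE, with 0, 8, 10 and 23 false calls. Of 200 changed repeat names, 70% were recovered between cystic EBs and E9.25 ysE. Over 2256771 simulated windows of 6 libraries the largest error of a median was 2.01 percentage points, and the closer tissue was recovered. In the clustering of 2000 simulated transcripts liver was recovered as the nearest tissue, and a shift of chromosome 1 was recovered with an error of 0.0769 (log2).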

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

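The tests of Kdm5d, of a swap of liver replicate B, of Xist against a pooled tissue and against Tsix, of the active X chromosomes of clone JN and of the shared protocol behind the correlation with mesoderm were chosen only after the result was seen, as were the comparison of cystic EBs with mesoderm, the limit for the mesoderm list and the decision to leave chromosome 14 out of the level set by other autosomes.

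In 5 of 110 genes examined, 1 of the 4 cystic EB libraries lay far from the other 3 on the scale of log2 CPM, which is TMM scaled in this part. Chance gives about 5% of genes, about as many as were found. Tex19.1 was 1.794 in d10 replicate A against 3.60 to 3.78 in the others, Lama1 was 10.58 in d15 replicate A against 8.37 to 8.57, Hesx1 was 1.659 in d10 replicate B against -0.01 to 0.18, Igf2 was 8.111 in d10 replicate B against 9.66 to 9.84, and Alb was 1.183 in d15 replicate A against -0.95 to -0.74. Library, clone, protocol and day cannot be separated for a single library, and no biological explanation was tested.

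For 3 of the genes named, the change from d10 to d15 went in opposite directions in the clones by at least 1 (log2) in each, and smaller opposite changes were not counted. Actc1 changed by -2.587 (log2 CPM) in clone A9 and 3.795 in clone JN, Xist by 3.981 and -1.267, and Kdr by -2.497 and 1.058. Each value rests on 1 library per clone and day, and the difference between the clones was not tested. Clone and library protocol coincide in these libraries, so the clones and the protocols cannot be told apart here.

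Transcripts of chromosomes 1 and 14 were lower in clone JN than in clone A9, in libraries the paper compares only as replicates. Relative to all autosomes, the median shift of chromosome 1 was -0.3515 (log2, 753 genes) at d10 and -0.3986 at d15, lower than that of any other autosome on both days, and that of chromosome 14 was -0.1947 (445 genes) at d10 and -0.2757 at d15. A few genes or one stretch of chromosome 1 are argued against, as 20 of 20 stretches of 20 Mb, counted over both days, had a lower median in JN. Library protocol as the whole cause is argued against as well. Between mesoderm (dUTP) and liver (ScriptSeq), chromosome 1 shifted by -0.134 and chromosome 14 by -0.0002. A part of the shift of chromosome 1 may still come from the protocol. Extra copies of these chromosomes in a share of the A9 cells are a candidate explanation. Within the ScriptSeq protocol, A9 cystic EBs minus liver had a shift of 0.2975 for chromosome 1 and 0.3618 for chromosome 14, against at most 0.205 for the other autosomes, and within dUTP, JN minus mesoderm had 0.0414 and 0.126. In place of 2 copies, 3 in all cells would give 0.585. Tissue differences enter these contrasts too, chromosome X shifted by 0.3843 in the first of them, and the paper states a normal karyotype for both clones. Differences in chromatin between the clones stay open. Fewer copies in clone JN would place these chromosomes below the other autosomes in JN. They were not below them against mesoderm, nor against E9.25 ysE (also dUTP), where chromosome 1 shifted by 0.0108 and chromosome 14 by 0.0499. These values argue against fewer copies in JN as the whole cause.

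In cystic EBs of clone A9, which are labelled male, Kdm5d was near 0 (0.0635 CPM at d10 and 0.0745 at d15, 4 counts each), while E9.25 ysE replicate A had 17.93 CPM. A loss of Y-linked RNA as a whole is argued against, as the lowest of Ddx3y, Eif2s3y and Uty in A9 still had 35.17% of the mean of the E9.25 tissues, where Kdm5d had 0.300%. Sequence differences that keep reads from being placed are argued against too. None of the 26 exon parts of Kdm5d had more than 2 reads in A9, against a median of 52.5 and a minimum of 26 in E9.25 ysE replicate A. The loss or silencing of Kdm5d alone in this clone could explain the pattern and was not tested.

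Fetal liver replicate B had 677.1 CPM of Xist against 166 in replicate A, and next to no Y-linked RNA (Ddx3y 1.30, Eif2s3y 0.791, Uty 0.626 and Kdm5d 0.346 CPM, against 59.5, 51.0, 27.7 and 21.3 in replicate A). A swap with another of the libraries analysed is argued against, as its profile had an r of 0.9891 with liver replicate A over transcripts and 0.881 with the next library, mesoderm replicate B. A pool of mostly female embryos may explain this, while a wrong label or a swap with a liver sample from outside the series stays open. The comparisons with liver therefore set libraries of different sex composition side by side for genes linked to X and Y.

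In clone A9, Xist rose from 5.38 CPM at d10 to 92.3 at d15, although Y-linked genes were expressed on both days. Admixed RNA of fetal liver replicate B is argued against. The median of 6 abundant fetal liver transcripts in this library was 0.07785% of their level in liver replicate B, with a maximum of 0.354% (Alas2), while Xist stood at 13.6%. The most abundant of them, Slc4a1 and Alb, had 0.205 and 1.77 CPM. Admixed RNA of E9.25 ysE, a pooled tissue of both sexes, is argued against by Kdm5d. Kdm5d stayed at 0.07453 CPM, where this admixture would give 22.4. The value for other pooled tissues was not computed. Reads of the antisense Tsix are argued against, as its exon parts had 1.674 reads at d15 and 2.606 at d10 when scaled as CPM, while those of Xist went from 6.81 to 103.7. A change in the cells, such as cells with a second X chromosome or induced Xist, may explain the rise, and it was seen in 1 library.

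Clone JN is labelled XX, and its Xist was 4.74 CPM at d10 and 1.68 at d15. With 2 active X chromosomes, X-linked transcripts would lie well above those of A9, but their shift was -0.1458 at d10 and -0.07956 at d15, and lower still relative to the contrast of mesoderm with liver, where X shifted by 0.297. A single X chromosome in JN may explain both values and was not tested.

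The paper sets the RNA-seq libraries of VYS mesoderm beside cystic EBs for repeats and not for the whole profile. Over all transcripts, the r2 of cystic EBs with VYS mesoderm was 0.8682 (0.774 to 0.878 for single pairs of libraries), above those with E9.25 ysE, liver and E12.5 ysE. A shared protocol as the whole cause is argued against, since A9 cystic EBs, made with the liver protocol, had an r2 with mesoderm that was 0.03379 higher than with liver (0.793 and 0.760). Mesoderm-like cells in the cystic EBs may contribute but cannot be told apart from a general likeness. The median log2 difference of 10 mesoderm genes was 1.387 over E9.25 ysE (9 of 10 genes higher, above all matched random lists) and 0.616 over liver (6 of 10 genes higher, above 92.3% of such lists). Against mesoderm it was -3.15. Most abundant of these genes was Vim, with 229.5 RPKM in cystic EBs, 320.6 in mesoderm, 113.1 in liver, 14.2 in E9.25 ysE and 2.59 in E12.5 ysE. Many of these genes are expressed in liver and ysE as well, which keeps the question open.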

How the results depend on the processing

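The fit of cystic EBs against mesoderm, of clone A9 against JN, and of IAPEz in E9.25 ysE against mesoderm, the r2 with E9.25 ysE and mesoderm, the replicate block for repeats, the protocol covariate for exons, the features covered in all 6 libraries, all promoters, the markers named in the text and the clusterings with mesoderm were chosen after the data were seen.

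In the comparison of cystic EBs with E12.5 ysE, a fit of only these groups gave 1916 transcripts against 5794, and the cause was not tested, while the other alternatives stayed within 1.5 times the count (4138 to 8603). Against E9.25 ysE the count of 12500 lay between 7603 and 12845 with a library left out, with 7793 without E9.25 replicate A and 7603 without B. Liver against E12.5 ysE gave 5317 transcripts, 8200 with DESeq2, and 3399 to 5949 with a library left out, the lowest without liver replicate A. The cause of the DESeq2 count was not tested. Cystic EBs against liver gave 11297 transcripts and 6668 to 12055 with a library left out, the lowest without liver replicate B. Against mesoderm there were 7187, and 2512 to 7772 with a library left out, with 2671 without mesoderm replicate A and 2512 without B. Where 1 library remained in a group, it was assumed to vary like the other groups, and fewer libraries lower these counts by construction. Transcripts passing the 3 comparisons numbered 3743 to 6018 over the alternatives.

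No transcript differed between d10 and d15 in edgeR, with 304 at an unadjusted p under 0.05, and DESeq2 called 17. The cause was not tested. With the clone as a replicate block edgeR still called 0.

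Of exon parts, 23 differed in usage. The count was 703 within the dUTP libraries, 646 with library protocol as a covariate and 1 to 10 with a cystic EB library left out (1 without d10 A, 10 without d10 B, 2 without d15 A or d15 B). With the replicate letter as a replicate block 60005 parts were called. The E9.25 library shares its letter with clone A9, whose protocol differs from its own, so this block sets protocols against each other by construction.

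IAPEz expression in cystic EBs against E9.25 ysE (-0.76) was -0.85 to -0.63 with a library left out, and lost its call without d10 replicate B of the cystic EBs (-0.63, adjusted p = 0.0609, edgeR with Benjamini-Hochberg adjustment). In E9.25 ysE against mesoderm (0.60) it was 0.54 to 0.67, and lost its call without E9.25 replicate A (0.63, adjusted p = 0.0687) or B (0.57, 0.0850), and without mesoderm replicate A (0.67, 0.120) or B (0.54, 0.165), edgeR with Benjamini-Hochberg adjustment. With the replicate letter as a replicate block it was 0.60236 (adjusted p = 0.0602, edgeR with Benjamini-Hochberg adjustment). Between cystic EBs and mesoderm IAPEz did not differ (adjusted p = 0.60, edgeR with Benjamini-Hochberg adjustment), nor under any alternative run (0.474 to 0.979).

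The r2 values depended on how low values were treated. With a pseudocount of 0.1, with a mean of at least 1 RPKM in a group and with Spearman's rho squared, in this order, they were 0.751, 0.456 and 0.767 for cystic EBs and E12.5 ysE, 0.682, 0.292 and 0.707 for liver and E12.5 ysE, 0.905, 0.702 and 0.891 for both ysE stages, and 0.792, 0.51979 and 0.804 for cystic EBs and liver. With at least 1 RPKM, cystic EBs had 0.627 with E9.25 ysE and 0.715 with mesoderm. The order of the 4 planned pairs was the same under each of these. With a library left out, both ysE stages had 0.875 (without E9.25 B) to 0.880 (without A), and d10 and d15 had 0.911 (without d15 B) to 0.9696. The filter removes transcripts near 0 in both tissues, which raise r2, by construction. For the other settings the cause was not tested.

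In the marker clustering the sign of the difference (-0.326, negative when liver is closer) turned without z-scoring (0.031618) and with Euclidean distance (0.0040232), and held with a pseudocount of 0.1 (-0.381), with markers named in the text (-0.437), with mesoderm (-0.332) and with each library left out (-0.493 to -0.167). In the unbiased clustering (-0.327) it turned without z-scoring (0.0932), with Euclidean distance (0.0331) and without E12.5 ysE replicate 1 (0.0281). With a library left out it was -0.712 to 0.0281 (-0.677 without liver A and -0.712 without liver B). It held with a pseudocount of 0.1 (-0.383), over all transcripts of at least 1 RPKM (-0.147) and with mesoderm (-0.257). The cause was not tested.

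Medians of 5 kb windows in ysE were 70.6% with at least 20 reads and 69.7% in 1 kb windows, against 61.9%. In liver they were 81.2%, 84.2% and, over windows covered in all 6 libraries, 80.6%, against 79.3%, and in cystic EBs 92.6% in 1 kb windows against 87.1%. IAPEz in ysE had 87.2% with at least 1 read, 87.6% with at least 20 and 87.4% over elements covered in all libraries, against 86.3%. LINEs in ysE had 41.7%, 66.25% and 64.1%, against 50.8%. The cause was not tested. Of 175 values of other classes under the alternatives, 55 moved by more than the spread between replicates. In 62 combinations of 10 classes with a setting, ysE was lowest in 61 and cystic EBs were above liver in 55. The exceptions were SINEs with at least 1 read (both 100%), with 10 (75.9% and 78.5%), with 20 (68.9% and 73.3%) and in all 6 libraries (82.3% and 88.2%, ysE at 83.2%), satellites with at least 1 read (both 100%) and 10 (90.0% and 90.2%), and DNA elements with at least 1 read (both 100%).

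For the methylation clustering the difference of -20.6 points was -13.9 over all windows, -15.2 with at least 20 reads, -18.1 over repeats and -28.6 to -14.0 with a library left out (-28.6 and -23.2 without ysE CxF or FxC, -17.2 and -14.0 without liver CxF or FxC, -14.9 and -18.6 without cystic EBs CxF or FxC). With 1 - Pearson r it was -0.028. It reversed over promoters (1.29) and was -2.41 over all promoters. With a library left out, the rule on replicates of that tissue lapses and other windows are selected, by construction. For the others the cause was not tested.

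For the named genes, 189 comparisons were recomputed 3247 times. In 2939 the side of the threshold and the direction held, 218 lost the call, 56 gained it, 34 changed sign without a call and 0 called values reversed. Leaving out a liver library lost 27 (A) and 25 (B) calls, an E9.25 library 27 (A) and 25 (B), and a fit of only the groups compared 32.

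Not run were IAPEz against E12.5 ysE and liver and the fold of single elements against E12.5 ysE, which the repeat table used does not cover, a protocol alternative for E12.5 ysE, whose protocol no other library has, exon usage without E9.25 replicate A or with the second E9.25 library, autosomes only for methylation, where no calls on X or Y were analysed, and CpG islands.

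Depth limits the methylation of single elements, as the median LINE element had 7 or 8 reads, and the number of libraries limits the expression tests against the single E12.5 ysE library.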

Differences from the paper's values

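The clustering over all promoters was chosen after the result was seen, while the alternatives named beside the paper's values were set before the data were examined.

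The paper clustered 4996 windows of 5 kb, and 9622 were selected here. The paper set its limits of 10% and 20% on interquartile ranges, while plain differences in points were used here. A selection by interquartile ranges was not run. None of the alternatives came within the paper's number, with 254754 without a selection, 1645 with at least 20 reads and 20015 to 40246 with a library left out.

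For the r2 of cystic EBs and E12.5 ysE the paper gives 0.74, and 0.716 was found here. A pseudocount of 0.1 gave 0.751, within the spread between libraries of the paper's value. A mean of at least 1 RPKM, Spearman's rho squared and the libraries left out in turn did not come within it. For E12.5 liver and E12.5 ysE the paper gives 0.70 and 0.612 was found. Spearman's rho squared (0.707) came within the spread, and a pseudocount of 0.1 (0.682), a mean of at least 1 RPKM (0.292) and the libraries left out (0.599 to 0.620) did not. For E9.25 and E12.5 ysE the paper gives 0.90 and 0.879 was found. None of the alternatives came within the spread of 0.0034, the closest being 0.905 with a pseudocount of 0.1. For cystic EBs and liver the paper gives 0.79 and 0.753 was found. A pseudocount of 0.1 (0.792), Spearman's rho squared (0.804) and leaving out d15 replicate B of the cystic EBs (0.763) came within the spread, and a mean of at least 1 RPKM and the other libraries left out did not.

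Between cystic EBs and E12.5 ysE the paper gives 3674 transcripts at an FDR below 1%, and 5794 were found. Counts within 1.5 times the paper's came without d10 replicate A (5100) or d15 replicate B (5332) of the cystic EBs, E9.25 ysE replicate A (4636) or B (4639), mesoderm replicate A (4627) or B (4600), liver replicate A (5194) or B (5180), and with 1 transcript per gene symbol (4138). DESeq2 (8603), RLE factors (5978), no filter (5697), the replicate block (5967), a fit of only these groups (1916) and the other libraries left out did not.

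Between E12.5 liver and E12.5 ysE the paper gives 3133 protein-coding genes, and 5317 protein-coding transcripts were found. Counts within 1.5 times the paper's came without E9.25 ysE replicate A (4410) or B (4409), mesoderm replicate A (4366) or B (4357), liver replicate A (3399) or B (3633), and with 1 transcript per gene symbol (3841). DESeq2 (8200), RLE factors (5334), no filter (5580), the replicate block (5559), a fit of only these groups (7249) and the other libraries left out did not.

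The paper gives 274 genes that distinguish ysE, 156 higher in ysE and 118 higher in cystic EBs. Here 5204 transcripts passed, 2575 higher and 2629 lower in ysE, and none of the alternatives came within the paper's numbers (3743 at the least). The paper gives 8027 exons of 4192 genes with different usage between ysE and cystic EBs, and 23 exon parts of 11 genes were found. None of the alternatives came within the paper's numbers, the closest below being 703 parts within the dUTP libraries, and the replicate block gave 60005.

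In the bar plots of expression the number of RNA-seq libraries is about 5 in Fig. 3C for E12.5 ysE, read by eye, against 1 here, and about 6 in Fig. 3C for liver, read by eye, against 2 here.

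The paper finds no significant difference of Hnf4a between cystic EBs and liver. The log2 fold change was -1.32 (adjusted p = 0.0294, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was past 5% no longer without d15 replicate B (0.0737), liver replicate A (0.0818) or B (0.141) and with protocol as a covariate (0.0571), in a range of 0.00925 to 0.141.

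For chromatin genes the paper finds differences only for Ezh2 among those it names with it. Between liver and E12.5 ysE, Eed (1.39, adjusted p = 0.00201), Ezh1 (-1.70, 0.00387), Rnf2 (-2.35, 0.000279) and Mll1 (2.60, 0.000701) also differed, as did Eed between cystic EBs and E12.5 ysE (1.01, adjusted p = 0.00792, lost without 7 libraries in turn at 0.0110 to 0.0187), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between cystic EBs and E9.25 ysE, Mll1 (1.54, adjusted p = 0.00114) and Ash1l (0.98, 0.0229, lost without E9.25 replicate A at 0.109 or B at 0.0871) differed, and between cystic EBs and liver Rnf2 (2.47, adjusted p = 8.99e-05), Mll1 (-1.22, 0.00253) and Ehmt1 (-0.83, 0.0249, lost without liver replicate A at 0.150 or B at 0.0626), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ash1l also differed between cystic EBs and liver (-0.93, adjusted p = 0.0241) and between liver and E12.5 ysE (1.36, 0.0298), both lost without liver replicate A (0.0740 and 0.0597) or B (0.126 and 0.0795), and Ezh1 between cystic EBs and liver (0.74, 0.0467), lost without 9 of 11 libraries in turn (0.0628 to 0.201), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Ehmt2 the paper finds a higher level in ysE that was not significant. Here it was lower in cystic EBs than in E12.5 ysE (-1.63, adjusted p = 0.000556) and E9.25 ysE (-1.31, 0.000477), and in liver than in E12.5 ysE (-1.82, 0.000600), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, also with each library left out, while the first was lost in a fit of only the groups compared (0.0124).

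Of the VE markers that the paper finds lower in cystic EBs, 6 of 7 were lower than in E9.25 ysE past the threshold. Elf1 was not (0.03, adjusted p = 0.969, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

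For promoters, the paper finds a clustering similar to that of the windows. Over the promoters selected by the same rules cystic EBs were closer to ysE (1.29 points), and over all promoters closer to liver (-2.41 points, a set chosen after seeing the values). The paper finds LINEs less methylated than other repeats in ysE but not in liver and cystic EBs. With at least 5 reads LINEs were also the class with the lowest median in liver (79.2%, SINEs 81.7%), but not with at least 10 (80.0%, SINEs 78.5%) or 20 reads (80.3%, SINEs 73.3%). In cystic EBs SINEs were below LINEs (83.3% and 86.1%).

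The paper finds no transcripts that differ between d10 and d15 cystic EBs. With DESeq2, 17 were called. Among the endoderm genes it finds highly expressed in cystic EBs, Hhex had 1.32 RPKM there and 6.11 in liver.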

Other observations

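The comparison of clones A9 and JN, of IAPEz between E9.25 ysE and mesoderm, of cystic EBs with mesoderm and the test of the order of E9.25 ysE and liver were chosen only after the result was seen.

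Cystic EBs had an r2 of 0.810 with E9.25 ysE (0.730 to 0.816 for single pairs of libraries), above that of 0.753 with liver. For clone A9, whose ScriptSeq protocol is that of liver, the r2 with E9.25 ysE minus that with liver was -0.0187 (0.741 and 0.760), and for clone JN, whose dUTP protocol is that of E9.25 ysE, it was 0.0999 (0.815 and 0.715). The order of these tissues is thus consistent with an effect of shared library protocol. Clone and protocol coincide, so a difference between the clones stays open as well. Liver and E9.25 ysE had an r2 of 0.670, and mesoderm and E9.25 ysE 0.844.

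IAPEz elements made up 28.0% ± 0.16 (SD, n = 2) of the repeat reads without RNA genes in E9.25 ysE. Their expression was lower in cystic EBs by a log2 fold change of -0.76 (standard error 0.14, adjusted p = 0.0128, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without d10 replicate B of the cystic EBs (-0.63, adjusted p = 0.0609). Over single IAPEz elements the median log2 fold was -0.30 (quartiles -0.93 and 0.26), against a median of 0.40 for all repeats. It was higher in E9.25 ysE than in mesoderm by 0.60 (adjusted p = 0.035, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was lost without any 1 of these 4 libraries (0.0687 to 0.165). A few elements with most reads are argued against as the cause of the first difference, since without the 10 IAPEz elements with the most reads it was -0.7663. These 10 held 4.11% of the IAPEz reads. Sizes and scaling factors taken from the RefSeq counts gave -1.02 for cystic EBs against E9.25 ysE and 0.86 for E9.25 ysE against mesoderm. LINEs made up 31.3% of these reads in cystic EBs, 14.9% in E9.25 ysE and 28.1% in mesoderm, and SINEs 12.97%, 32.8% and 19.02%. Of 1190 repeat names, 405 differed between cystic EBs and E9.25 ysE (201 higher in cystic EBs), 36 between cystic EBs and mesoderm (18 higher) and 242 between E9.25 ysE and mesoderm (128 higher in ysE).

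The 3 comparisons behind the transcripts that distinguish ysE share libraries. In 10 simulations of unchanged groups at most 0 transcripts passed, but tests at a set FDR call next to nothing in unchanged groups whether or not libraries are shared. What shared cystic EB libraries add to the overlap can therefore not be told from this count and stays open. The same sign in both comparisons with ysE was found for 78.5% of transcripts, against 58.3% in the simulations.

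Between clones A9 and JN, 4050 transcripts differed at an FDR of 5% by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which holds the difference of protocols too. Between cystic EBs and mesoderm 7187 differed, 3460 higher and 3727 lower in cystic EBs, and the count fell to 2671 without mesoderm replicate A and 2512 without B.

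Hnf4a exon part 1 of 17 held 3 of 46779 Hnf4a reads in E9.25 ysE replicate A (0.00641%, Wilson interval 0.00218% to 0.0189%), and in cystic EBs 14 of 2495 (0.561%) and 12 of 2123 (0.565%) in clone A9 and 48 of 1722 (2.79%) and 77 of 2900 (2.66%) in clone JN. The log2 difference in usage was 5.17 (adjusted p = 0.24) over all libraries, 6.01 (adjusted p = 0.0050) within dUTP and 6.00 (adjusted p = 5.0e-05) with protocol as a covariate, by edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment. H3K4me3 peaks of VYS lay at or in Hnf4a, at 163506810 to 163507564 (score 194.89), 163538734 to 163541964 and 163547019 to 163550535 (score 3100 each).

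H3K4me3 peaks of VYS lay within 1 kb of either end of 92.5% of protein-coding genes with at least 1 RPKM in E12.5 ysE (8250 of 8921, Wilson interval 91.9% to 93.0%) and of 19.9% of genes under 0.1 RPKM (1403 of 7055). With peaks of the upper 50% of scores the first share was 85.1%.

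Of 10 imprinted genes of the extra-embryonic lineage named by the paper, 1 was higher and 4 lower in cystic EBs than in E12.5 ysE, and 3 higher and 6 lower than in E9.25 ysE, with equal counts adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among them, Slc22a3 had 0.25025 ± 0.155 RPKM in cystic EBs and 9.11 in E12.5 ysE, Slc22a2 0.136 and 24.9, Tfpi2 0.296 and 16.7, Pon2 5.15 ± 0.97 and 19.2, and Cd81 105 ± 21.0 and 14.5. Ins2 was near 0 throughout, with 2 counts in cystic EBs, 2 in liver, 4 in E12.5 ysE, and 15 and 9 in E9.25 ysE. Of 6 genes imprinted in many lineages, 1 was lower than in E12.5 ysE (Cdkn1c, 92.3 ± 50.1 and 348 RPKM, -2.27, adjusted p = 0.00889), or 0 adjusted over the list alone, and 1 was higher than in E9.25 ysE by either adjustment (Airn, 1.66, adjusted p = 0.00579), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These counts do not separate the parental alleles, and in the non-stranded E12.5 library reads of Airn and Igf2r cannot be separated where the genes overlap.

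Of 11 imprinted genes, 7 had an H3K4me3 peak at 1 end only, by which a promoter was placed. The median methylation over the 4 promoters with at least 5 reads within 1 kb was 63.9% in ysE, 75.4% in liver and 60.4% in cystic EBs. Over 2 kb to either side (7 promoters) it was 59.0%, 68.8% and 76.6%, so the order of cystic EBs against both ysE and liver depended on the width. Medians of single libraries within 1 kb, each over all promoters with at least 5 reads in that library, were 40.0% to 77.6% in ysE, 60.0% to 66.7% in liver and 66.7% to 71.4% in cystic EBs. These sets of promoters differ between libraries and from the 4 above, so the values are not the spread of the tissue medians.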
